# Microglia drive diurnal variation in susceptibility to inflammatory blood-brain barrier breakdown

**DOI:** 10.1172/jci.insight.180081

**Published:** 2024-11-08

**Authors:** Jennifer H. Lawrence, Asha Patel, Melvin W. King, Collin J. Nadarajah, Richard Daneman, Erik S. Musiek

**Keywords:** Inflammation, Neuroscience, Innate immunity, Neurodegeneration, Neurological disorders

## Abstract

The blood-brain barrier (BBB) is critical for maintaining brain homeostasis but is susceptible to inflammatory dysfunction. While transporter-dependent efflux of some lipophilic substrates across the BBB shows circadian variation due to rhythmic transporter expression, basal transporter–independent permeability and leakage is nonrhythmic. Whether daily timing influences BBB permeability in response to inflammation is unknown. Here, we induced systemic inflammation through repeated LPS injections either in the morning (ZT1) or evening (ZT13) under standard lighting conditions; we then examined BBB permeability to a polar molecule that is not a transporter substrate, sodium fluorescein. We observed clear diurnal variation in inflammatory BBB permeability, with a striking increase in paracellular leak across the BBB specifically following evening LPS injection. Evening LPS led to persisting glia activation as well as inflammation in the brain that was not observed in the periphery. The exaggerated evening neuroinflammation and BBB disruption were suppressed by microglial depletion or through keeping mice in constant darkness. Our data show that diurnal rhythms in microglial inflammatory responses to LPS drive daily variability in BBB breakdown and reveal time of day as a key regulator of inflammatory BBB disruption.

## Abstract 2

Time-of-day influences microglial inflammatory responses and blood-brain barrier dysfunction in mice, with persisting glial activation and permeability observed with evening inflamogen exposure.

## Introduction

Activation of the innate immune response in the brain drives neuroinflammation, which is a critical component of many neurological disorders. Innate immune activation strongly influences many aspects of disease pathogenesis in age-related neurodegenerative disorders, including Alzheimer’s disease, as well as in more acute insults such as infection or stroke (1–4). In mice, inflammatory responses to a variety of inflammogens, including the TLR4 agonist LPS, show striking time-of-day (TOD) effects (5–8). Mice treated with systemic LPS in the evening have increased peripheral inflammation and mortality compared with those treated in the morning (5, 9, 10). The circadian clock system plays a role in regulating innate immune responses (11), and this TOD difference in LPS-mediated mortality can be ablated by disrupting the core circadian clock via deletion of the key clock gene *Bmal1* (5). However, LPS-induced inflammatory responses in the periphery, as well as animal mortality, are governed not only by the circadian clock but also a host of other factors including exposure to light and time of feeding, and they do not seem to rely on the circadian function of monocytes (5, 6, 11, 12). Moreover, while diurnal variation in the severity of innate immune activation has been demonstrated in peripheral organs, it is unknown if similar TOD variations in the severity of inflammation occur in the brain and, if so, which cells might regulate this phenomenon.

One consequence of neuroinflammation is dysfunction of the blood-brain barrier (BBB). The BBB is critical for restricting certain blood-borne molecules from the brain, helping protect the CNS from circulating neurotoxic and neuroinflammatory molecules as well as peripheral immune cells (13–15). The BBB is a multicellular structure, consisting of endothelial cells, mural cells (pericytes and smooth muscle cells), and astrocytes — collectively referred to as the neurovascular unit (NVU). Outside of the NVU, microglia and neurons also affect BBB function (16, 17). This selectively permeable barrier is formed by a series of distinct cellular properties within the NVU, including continuous nonfenestrated vessels, decreased pinocytosis, the presence of junctional proteins, and additional regulatory elements that allow for the selective movement of solutes between the blood and CNS (18). In the setting of peripheral or central inflammation, the BBB can become more permeable due to transporter dysfunction, breakdown of endothelial cell tight and adherens junctions, and increases in transcytosis (19, 20). BBB permeability to lipophilic molecules that are substrates for specific transporter pumps has been reported and is dependent on circadian expression of those transporter proteins, such as p-glycoprotein (17, 21). However, the BBB does not show daily rhythms in permeability or leakage of nonsubstrate molecules under basal conditions (17, 22–24). It is unknown how disease processes such as inflammation might influence TOD variations in BBB permeability, as many cellular functions can gain diurnal rhythms in the setting of pathology (25–28).

Here, we have investigated how neuroinflammatory response and BBB permeability to polar, nontransporter substrate molecules (termed inflammatory BBB breakdown) are influenced by innate immune activation (exposure to i.p. LPS injection) at different TODs. We observed that both inflammatory gene expression in the brain and BBB breakdown are both much more severe following LPS exposure in the evening (zeitgeber time 13 [ZT13]) as compared with morning (ZT1). This diurnal variation appears to depend on light exposure and is characterized by persisting astrocyte and microglial activation and cytokine production, which are not observed in the morning and is not present in peripheral organs. We find that exaggerated neuroinflammatory BBB disruption in the evening occurs independently of rhythms in peripheral inflammation and is instead intrinsic to CNS-resident immune cells, particularly microglia.

## Results

### TOD strongly regulates inflammatory BBB breakdown.

We first sought to determine if exposure to an inflammatory stimulus at different TODs can differentially affect BBB permeability. Based on published data showing increased mortality to i.p. injection of LPS given in the evening, we used an evening time of injection (ZT13, or 1 hour after lights-off) to pilot different LPS dosing regimens on BBB permeability to sodium fluorescein (NaFL), a commonly used tracer for BBB permeability studies that is polar and has no known endothelial transcellular transport proteins (29). We observed that a single i.p. 3 mg/kg LPS dose at ZT13 caused minimal increase in BBB permeability, while a 5 mg/kg dose induced some BBB permeability but also mortality. Thus, we tried a lower dose (2 mg/kg) given on 2 consecutive days (at ZT13) and found that this dosing scheme elicited consistent increases in BBB permeability (Supplemental Figure 1; supplemental material available online with this article; https://doi.org/10.1172/jci.insight.180081DS1) with negligible mortality. Therefore we used the 2 mg/kg i.p. dose (LPS or PBS control) given on 2 consecutive days at the same TOD, with BBB permeability measurement 24 hours after the second dose, throughout the study.

In order to identify gross size exclusion properties in LPS-induced BBB breakdown, we examined BBB permeability to a second polar tracer, Evans blue (EB), in mice treated exclusively at ZT13, as above. EB is a relatively small azo dye (961 Da) that binds with high affinity to serum albumin, creating a high molecular weight (mw) tracer of 69 kDa (30). Conversely, NaFL is a small mw (376 Da) inert fluorescent molecule that weakly binds to endogenous proteins and thus is much smaller (29). Neither phosphate buffer saline (PBS) control nor LPS-treated mice showed any visible leak of EB, indicating there is no gross hemorrhaging or permeability to larger molecules in this model of inflammation (Figure 1A). Of note, we observed no increase in permeability to larger dextran molecules (3 kDa or 70 kDa; data not shown) hpi, while biotin (0.2 kDa) appeared to label blood vessels more readily in LPS-treated mice (Supplemental Figure 1). We chose NaFL for subsequent experiments because it showed increased permeability after i.p. LPS and was more inert than biotin.

To examine the effect of TOD on inflammatory BBB breakdown, we administered 2 mg/kg LPS or PBS control to 2-month-old male C57BL/6 mice for 2 days in a row (i.e., “2-hit model”) at either zeigeber time (ZT) 1 (7 a.m.) or ZT13 (7 p.m.) (Figure 1B). In a 12-hour light/12-hour dark cycle with the lights on at 6 a.m., these times correspond to 1 hour after the onset of light (ZT1) and 1 hour after the lights turn off (ZT13). We chose these times because they roughly correspond to the nadir and peak of diurnal behavioral rhythms, as well as circadian gene expression in most organs (31). To measure BBB breakdown, we administered s.c. NaFL on the third day at the same TOD as prior LPS injections and quantified the amount of tracer found in the hippocampus, cortex, and cerebellum, normalized to the amount found in the serum (Figure 1B). As expected, there was minimal permeability of NaFL in PBS-treated mice at either ZT1 or ZT13 (Figure 1C), supporting previous studies stating that basal permeability to polar molecules that are not transporter substrates does not show diurnal variation (17, 22). However, mice treated with LPS in the evening (ZT13) had significantly greater NaFL leak across multiple brain regions compared with those treated in the morning (ZT1), with the cerebellum having the greatest absolute leak and the cortex having the strongest TOD effect (Figure 1C and Supplemental Figure 2A). Of note, while LPS treatment at ZT1 only slightly increased BBB permeability to NaFL in the cortex and hippocampus, permeability was significantly increased in all brain regions hpi exposure at ZT13. We examined expression of transcripts associated with inflammation (*Nos2*, *Tnfa*) and microglial activation (*Cybb*) by quantitative PCR (qPCR) in cortex tissue taken from mice at the same time as the BBB permeability assay and found that LPS induced these 3 genes to a significantly greater degree in the ZT13 group, suggesting that evening LPS exposure is associated with both elevated neuroinflammation and BBB breakdown (Figure 1D). Indeed, *Nos2* and *Tnfa* increases were exclusively seen in the ZT13 group.

Since constant darkness is known to abrogate the TOD effect of LPS-induced mortality (5), we next examined the effects of 24 hours of constant darkness (D:D) on LPS-induced BBB breakdown. We found that the diurnal differences in LPS-induced NaFL leak were ablated in all 3 brain regions in mice kept in D:D for 24 hours prior to the first injection and until perfusion (Figure 1E and Supplemental Figure 2B), suggesting that light/dark conditions are required for diurnal increases in LPS-induced inflammatory BBB breakdown. We also found that D:D ablated TOD difference in LPS-induced *Nos2*, *Tnfa*, and *Cybb* gene expression, suggesting a general reduction of neuroinflammation (Figure 1F). Altogether, these data indicate that light/dark conditions are required for optimal diurnal variation in neuroinflammation and inflammatory BBB breakdown.

While inflammatory BBB breakdown and circadian rhythms in barrier properties have both been explored independently, there is relatively little known about daily rhythms in neuroinflammation and BBB breakdown. Our current findings suggest that there are diurnal changes in the susceptibility of the BBB to inflammatory breakdown, beyond the known rhythms in transporter activity (17, 22–24). Previous studies on LPS-induced mortality have found that the phenomenon is light dependent and myeloid cell clock independent, as rhythms in mortality are ablated in mice kept in D:D and persist in mice deficient in the master circadian clock protein, BMAL1, in myeloid cells (5). Similarly, we found mice kept in D:D showed no diurnal variation in BBB breakdown or in markers of neuroinflammation or microgliosis. Of note, constitutive brain-specific deletion of BMAL1 has been reported to induce BBB breakdown at baseline, further complicating the study of cellular circadian rhythms in inflammatory BBB leakage (32).

### Evening LPS exposure disrupts endothelial cell morphology.

We next used transmission electron microscopy (TEM) to image cortical capillary ultrastructure (described in Supplemental Figure 2C). Solutes can cross the BBB in a myriad of ways including passive paracellular or transcellular diffusion as well as adsorptive-, carrier-, or receptor-mediated transport. Inflammatory BBB breakdown occurs primarily through either disruption of endothelial tight junctions (TJs) or an increase in transcytosis (33). While we saw no gross disruption of the NVU, there was significant diurnal variation in vasodilation, with an increase in capillary diameter in mice treated with LPS at ZT13 as compared with ZT1 (Figure 2, A and B), consistent with the increase in *Nos2* and *Vasp* seen in our RNA-Seq dataset. Despite known circadian rhythms in *Claudin5* gene expression (34), we measured the average TJ length per vessel and saw no change based on time or treatment (Figure 2, A and C). However, we did note select disrupted TJs imaged in the LPS treatment group (Supplemental Figure 2D).

Previous TEM studies have also found that LPS induces luminal plasma membrane ruffling, a mechanism of nonreceptor-mediated pinocytosis used by bacteria and viruses to increase infection of epithelial cells (20, 35, 36). We found a significant increase in severe luminal irregularity in LPS-treated mice at ZT13 only (Figure 2, A and D). To confirm that the increase in plasma membrane disruption seen in ZT13 LPS-treated mice is indicative of increased transcytosis, we next quantified the number of vesicles per capillary, only counting actively invaginating vesicles from the luminal side. We found a significant increase in the percentage of vessels containing at least 1 vesicle in LPS-treated mice at ZT13 only (Figure 2E). Altogether, these ultrastructural abnormalities indicate that evening LPS exposure induces increased vasodilation as well as a disrupted endothelial cell morphology that is consistent with increased paracellular or transcytosis-mediated particle uptake.

### Evening LPS exposure causes persisting neuroinflammation and gliosis.

We next sought to examine how exposure to an inflammatory stimulus at different TODs differentially affects CNS inflammation using the same 2-day ZT1/ZT13 i.p. LPS model. In models of systemic LPS administration, peripheral cytokine mRNA levels peak between 3 and 6 hours postinjection (hpi) (37–40), so we collected peripheral and CNS tissue 6 and 24 hours after the final ZT1 or ZT13 dose of LPS (6 hour time points at LPS injection were collected at 1 p.m. [ZT7] or 1 a.m. [ZT17]) and examined mRNA expression of a subset of inflammation-related transcripts by qPCR. We first examined the peripheral effects of LPS using lung tissue due to its known circadian rhythmicity in LPS response with minimal effect of time of feeding (6, 11). We saw no diurnal differences in percent weight loss between the ZT1- and ZT13-injected groups at either 6 or 24 hours hpi (Figure 3A). While some inflammatory transcripts were induced by LPS in lung, we observed no differences between the ZT1 and ZT13 groups, at either 6 or 24 hpi (Figure 3B). Additionally, we saw no diurnal differences in inflammatory gene expression in the liver at 6 hpi or the spleen at 24 hpi (Supplemental Figure 3); altogether, these data indicate that, in this particular “2-hit” model of systemic inflammation and at these time points, there is no evidence of major diurnal variations in peripheral inflammatory response.

We next examined neuroinflammatory gene expression in the same mouse cohort. In cerebral cortex tissue, while LPS strongly induced inflammatory gene expression at 6 hpi, diurnal differences were not evident. At 24 hpi, overall expression of some inflammatory genes had waned, but several inflammatory genes (*Tnfa*, *Cxcl5*, and *Nos2*) showed increased expression in the Z13 LPS group, as compared with the ZT1 group (Figure 4A). When comparing the 6 hpi to 24 hpi gene expression datasets, there is a sharp reduction in cortical inflammation at 24 hpi in all groups, though this resolution of inflammatory gene expression is dampened in the ZT13 LPS group (Figure 4, A and B). Conversely, markers of gliosis remain persistently elevated at both 6 and 24 hpi, with the microglial activation marker *Cybb* gaining a diurnal difference 24 hpi (Figure 4, A and B). We next quantified micro- and astrogliosis by IHC in the same groups of mice (ZT1 or ZT3 LPS) sacrificed at 6 or 24 hpi. At 6 hpi, there were no diurnal effects on microgliosis as measured by IBA1 percent area in the hippocampus, although there was a treatment effect at only ZT13 (Figure 4C). Similarly, using GFAP as a marker for astrogliosis in the hippocampus, there were no LPS or time effects found at 6 hpi (Figure 4C). However, there was a significant diurnal effect on IBA1 and GFAP immunoreactivity 24 hpi, with both microglia and astrocytes showing increased activation in the ZT13 LPS group (Figure 4D). These data suggest that there may be decreased resolution of inflammation and gliosis in mice treated with LPS at ZT13 compared with those at ZT1.

### Persisting neuroinflammation after evening LPS specifically enhances BBB-related gene expression.

To more fully characterize i.p. LPS-induced neuroinflammation 24 hpi, we conducted bulk RNA-Seq on cortex samples from mice treated with i.p. LPS (or PBS control) at ZT1 and ZT13. 

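RNA from the cortex of 16 mice was sequenced after depletion of ribosomal RNA. The mice were 2 months old and had been injected with LPS at 2 mg/kg or with PBS in 2 injections, at ZT1 or at ZT13, and their tissue was collected 24 hours after the last injection. At each time there were 3 PBS-treated and 5 LPS-treated mice. The authors deposited CPM, the reads counted on a gene for every 1000000 reads counted on all genes of that sample. Each sample summed to 1000000 CPM over 55487 genes, so the values carry the scaling by library total and no other factor between samples. The spacing of the lowest values corresponded to 20251840 to 29112758 reads on genes per sample, with a median of 22459623. A gene at or under 3 reads in every sample of a group was taken as not detected there, a limit that covers counting error only. Genes with at least 1 CPM in at least 3 of the 16 samples were tested, which left 18859 genes. A pseudocount of 0.5 was added to the CPM, and log2 values were compared with limma, using a prior variance that follows the expression level and Benjamini-Hochberg adjustment over all genes tested. A gene was counted as a DEG when its adjusted p was under 0.05. Each pairwise comparison was fitted on its 2 groups alone. Treatment was taken from the sample titles, because a separate treatment field contradicted the title for 12 of the 16 samples. The astrocyte gene *Gfap* was at 111 to 123 CPM in the 6 samples titled PBS and at 572 to 1134 CPM in the 10 samples titled LPS.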

While previous studies have characterized the brain inflammatory profile induced by LPS, none have considered diurnal variations in immune response to LPS exposure (41–43). 

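Between the 5 ZT13 LPS and the 5 ZT1 LPS mice, 4 genes were DEGs, 2 higher and 2 lower at ZT13, while 1998 genes had an unadjusted p under 0.05. *Col4a2*, on chromosome 8 of GRCm38 from 11312805 to 11449287, was at 134 ± 12.5 CPM (SD, n = 5) at ZT1 and 196 ± 14.1 CPM (SD, n = 5) at ZT13, a log2 fold change of 0.54 (standard error 0.06, adjusted p = 0.016). *Fmod* had a log2 fold change of -0.68 (standard error 0.09, adjusted p = 0.016). *Fam205a2* had a log2 fold change of -3.42 (standard error 0.47, adjusted p = 0.028), and it was listed at 0 CPM in 4 of the 5 ZT13 LPS samples. In the 3 ZT13 PBS samples it was at 0, 0 and 16.9 CPM, so it also varied between mice without LPS. A fold change above 1.75 was met by 1 of the 4 DEGs, *Fam205a2*, and an absolute log2 fold change above 0.5 by 3. Of the alternatives chosen in advance that used all mice, sample quality weights gave the highest count, 225 DEGs with 203 higher and 22 lower at ZT13. A single fit of all 16 samples gave 122 DEGs, 114 of them higher at ZT13. Leaving out ZT1 LPS replicate 1 gave 345 DEGs, 317 of them higher at ZT13, and the other 9 fits that left out 1 mouse gave 0 to 20.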

When comparing only LPS-treated mice between ZT1 and ZT13, we identified 209 differentially expressed genes (DEGs; 181 upregulated and 28 downregulated, adjusted *P* < 0.05) in the ZT13 LPS compared with ZT1 LPS group (Figure 5A). Many of these genes upregulated in the evening were proinflammatory mediators (*Nos2*, *Mmp8*, *Stab1*, *Cd14*). 

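*Nos2* (ENSMUSG00000020826), which encodes inducible nitric oxide synthase, lies on chromosome 11 of GRCm38 from 78920787 to 78960254. Its level was 1.16 ± 0.580 CPM (SD, n = 5) in ZT1 LPS and 3.36 ± 1.52 CPM (SD, n = 5) in ZT13 LPS cortex, a log2 fold change of 1.18 (standard error 0.30, limma adjusted p = 0.16). *Mmp8* (ENSMUSG00000005800, chromosome 9 from 7558456 to 7568485) encodes a collagenase. It rose from 2.06 ± 1.22 CPM (SD, n = 5) at ZT1 to 8.27 ± 3.27 CPM (SD, n = 5) at ZT13, a log2 fold change of 1.82 (standard error 0.33, limma adjusted p = 0.080), and was not detected in any PBS-treated group. *Stab1* (ENSMUSG00000042286, chromosome 14 from 31139013 to 31168641), a scavenger receptor gene, was at 69.5 ± 11.1 CPM (SD, n = 5) at ZT1 and 98.8 ± 13.6 CPM (SD, n = 5) at ZT13. Its log2 fold change was 0.51 (standard error 0.11, limma adjusted p = 0.099). *Cd14* (ENSMUSG00000051439, chromosome 18 from 36725067 to 36726798), a gene of the LPS receptor complex, was at 4.00 ± 1.74 CPM (SD, n = 5) and 8.85 ± 1.12 CPM (SD, n = 5), a log2 fold change of 1.15 (standard error 0.24, limma adjusted p = 0.096). Taken gene by gene, with no adjustment for the number of genes, the 2 groups differed by a two-sided exact permutation test of the means, with p = 0.024 for *Nos2*, 0.0079 for *Mmp8*, 0.016 for *Stab1* and 0.0079 for *Cd14*. The smallest p that 5 mice against 5 allow is 0.0079. With sample quality weights all 4 genes passed the adjusted threshold, at adjusted p = 0.039 for *Nos2*, 0.021 for *Mmp8*, 0.036 for *Stab1* and 0.024 for *Cd14*. With a single fit of all 16 samples *Mmp8*, *Stab1* and *Cd14* passed, at adjusted p = 0.013, 0.031 and 0.030, and *Nos2* did not, at 0.055. Over the alternatives that took treatment from the titles and used all mice, 3 of them chosen after seeing the data, the adjusted p ranged from 0.011 to 0.47 for *Nos2*, 0.0025 to 0.36 for *Mmp8*, 0.011 to 0.39 for *Stab1* and 0.0072 to 0.39 for *Cd14*.

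**Figure D1:**
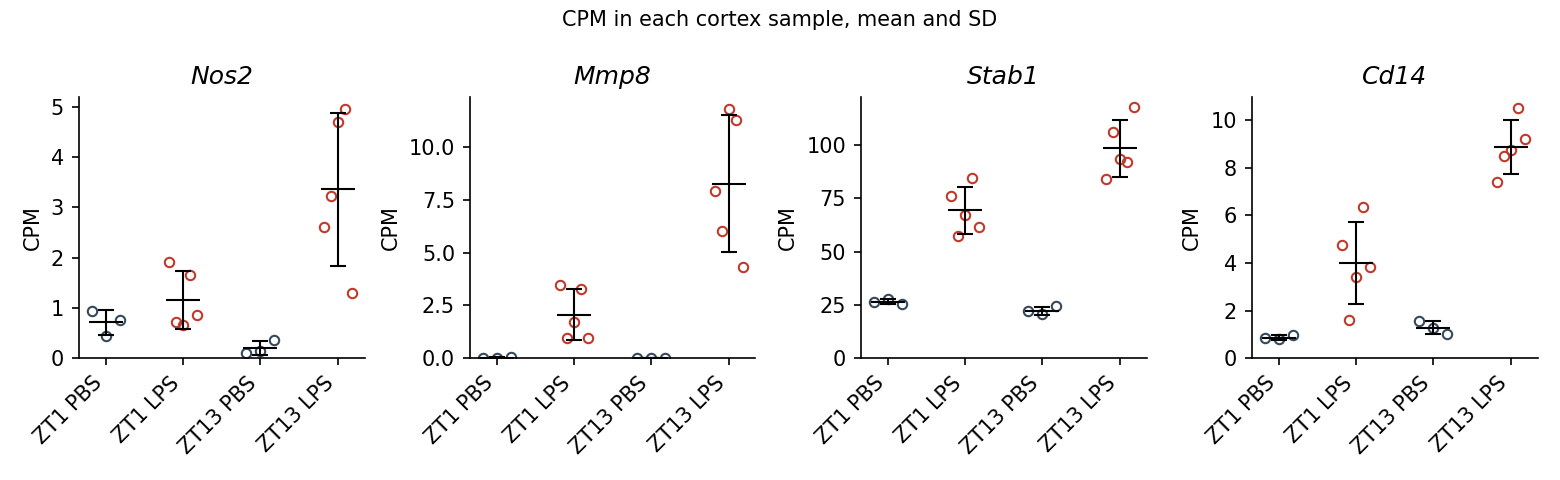
CPM of *Nos2*, *Mmp8*, *Stab1* and *Cd14* in each cortex sample, with a circle per mouse, the group mean as a horizontal line and the SD as error bars (3 PBS-treated and 5 LPS-treated mice at each time). All 5 ZT13 LPS values of *Mmp8* and *Cd14* lie above all 5 ZT1 LPS values.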

Since the majority of DEGs were upregulated at ZT13, we next asked if LPS treatment induced more transcripts at ZT13 than at ZT1 by examining PBS versus LPS at ZT1 and separately analyzing PBS versus LPS at ZT13, before comparing the DEG lists. 

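At ZT1, 3061 of the 18859 genes tested were DEGs between the 5 LPS-treated and the 3 PBS-treated mice, 2089 higher and 972 lower after LPS. At ZT13 there were 5401 DEGs, 3629 higher and 1772 lower. Genes that rose made up 68.2% of the DEGs at ZT1 and 67.2% at ZT13, and median-of-ratios scaling changed these shares to 54.1% and 51.0%. The 3 largest increases among DEGs whose groups did not overlap were *Lcn2*, *Saa3* and *Marco* at both times. *Lcn2* (chromosome 2 from 32384633 to 32388252), which encodes lipocalin 2, rose from 0.129 ± 0.0793 CPM (SD, n = 3) to 194 ± 81.4 CPM (SD, n = 5) at ZT1, a log2 fold change of 8.19 (standard error 0.26, limma adjusted p = 2.3e-08). At ZT13 it rose from 0.131 ± 0.0520 CPM (SD, n = 3) to 349 ± 61.2 CPM (SD, n = 5), a log2 fold change of 9.10 (standard error 0.12, limma adjusted p = 4.9e-15). *Saa3* had log2 fold changes of 7.33 at ZT1 and 8.49 at ZT13. *Marco* was not detected in PBS-treated mice, so its increase was at least 257-fold at ZT1 and at least 400-fold at ZT13. Among such DEGs the largest fitted decreases at ZT1 were in *Fam205a3*, with a log2 fold change of -3.47, *Rprl2*, and the microglial gene *Siglech*, with -1.75. *Fam205a3* was listed at 0 CPM in 4 of the 5 ZT1 LPS samples. At ZT13 it was at 7.77, 0 and 0 CPM in the PBS samples and at 0 to 9.50 CPM in the LPS samples. *Rprl2* was not detected in ZT1 LPS mice. It was at least 23.6-fold lower there than in ZT1 PBS mice, and at least 12.4-fold lower without ZT1 PBS replicate 2. At ZT13 the largest decreases were in *Siglech*, with a log2 fold change of -2.43, *Ighm*, with -2.21, and *CR974586.1*, with -2.13. When all genes with any reads were tested, the ZT1 count fell to 1605 DEGs, the lowest of the alternatives that took treatment from the titles and used all mice. It was 1767 without ZT1 PBS replicate 1, 1870 without replicate 2 and 1770 without replicate 3.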

There were 3,287 DEGs (1,761 upregulated and 1,526 downregulated) in LPS compared with PBS treated mice at ZT1 and 5,398 DEGs (2,756 upregulated and 2,642 downregulated) in LPS compared with PBS treated mice at ZT13. 

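Of the DEGs between LPS-treated and PBS-treated mice, 2479 were found at both times, 2922 at ZT13 only and 582 at ZT1 only. Over the fits that left out 1 mouse, the ZT1-only number ran from 197, without ZT1 PBS replicate 2, to 910, without ZT1 LPS replicate 5. It was 1008 with sample quality weights and 1087 with a single fit of all 16 samples. Among the 2479 shared DEGs, 2475 changed in the same direction at both times. Being a DEG at 1 time only does not test a difference between the times, and that difference was tested as the interaction of TOD and treatment. Of the 2922 genes that were DEGs at ZT13 only, 9 (0.31%) had an interaction at an adjusted p under 0.05, 629 (21.5%) had one at an unadjusted p under 0.05, and 2687 (92.0%) changed in the same direction at ZT1. With sample quality weights 34 of the genes that were DEGs at ZT13 only had an interaction, and over the fits that left out 1 mouse the number ran from 2, without ZT13 PBS replicate 2, to 32, without ZT1 LPS replicate 1. At ZT1, 1168 of them (40.0%) had an unadjusted p under 0.05. Their median absolute log2 fold change was 0.15 at ZT1 and 0.28 at ZT13, and the median standard error was 0.086 at ZT1 and 0.067 at ZT13. Of the 582 genes that were DEGs at ZT1 only, 2 had an interaction. With 3 PBS-treated and 3 LPS-treated mice at each time, 2572 DEGs were shared, 2271 were found at ZT13 only and 807 at ZT1 only. When all genes with any reads were tested, 1171 DEGs were shared, the smallest number among the alternatives that took treatment from the titles and used all mice.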

Comparisons between these 2 datasets found that there were 2,661 DEGs uniquely found in mice treated at ZT13, with only 550 DEGs unique to ZT1, and an additional 2,737 DEGs found at both times (Figure 5B).

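The interaction of TOD and treatment was tested as the difference between the LPS response at ZT13 and the LPS response at ZT1, with all 16 samples in a limma fit of 4 group means. At an adjusted p under 0.05, 30 of the 18859 genes had an interaction, 23 with a higher and 7 with a lower LPS response at ZT13. An unadjusted p under 0.05 was met by 1745 genes. All 30 genes were DEGs for LPS against PBS at ZT1 or at ZT13. An ordinary 2-way ANOVA of each gene, with no variance shared between genes, gave 5 genes after adjustment. With the adjustment taken over the DEGs at either time only, 117 genes passed, a number that is not independent of the calls that selected those genes. Among the alternatives chosen in advance that kept the adjustment over all genes tested, sample quality weights gave the highest count with all mice, 124 genes. The 16 fits that each left out 1 mouse gave 7 genes, without ZT13 PBS replicate 2, to 104 genes, without ZT1 LPS replicate 1.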

We next used a 2-way ANOVA to examine statistical interaction between our 2 variables, TOD (ZT1 versus ZT13) versus treatment (PBS versus LPS). This method allowed us to control for baseline rhythms in gene expression in the PBS control groups. We then plotted only the DEGs with a significant TOD × LPS interaction on axes representing their log_2_fold change in the morning (*x* axis) versus evening (*y* axis). This showed us that DEGs that are upregulated in response to LPS tend to be further upregulated when treated with LPS in the p.m. 

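Among the 30 genes with a TOD × treatment interaction, 19 had a positive log2 fold change after LPS at both times, and 18 of these 19 rose more at ZT13. By sign alone, a further 4 genes were higher after LPS at ZT13 and lower at ZT1, and 5 were lower at ZT13 and higher at ZT1. Another 2 were lower at both times. Some of these signs belong to values near 0, so they do not show opposite responses. *Mical1* was at -0.00 and *Mef2c* at 0.02 at ZT1, and *Net1* was at -0.00 at ZT13. The interaction is the sum of the change between times in LPS-treated mice and the opposite of the change in PBS-treated mice, and in 19 of the 30 genes the PBS part was the larger. *C1s1* (chromosome 6 from 124530345 to 124542359), a complement gene, had a log2 fold change of 1.74 at ZT1 and 2.96 at ZT13, an interaction of 1.22 (standard error 0.23, limma adjusted p = 0.036). *C1s1* passed the adjusted threshold in 5 of the 16 fits that left out 1 mouse, and its adjusted p ranged from 0.010 to 0.13 over the alternatives that took treatment from the titles and used all mice, 3 of them chosen after seeing the data. The largest negative interaction among the 30 genes was that of *Hif3a* (chromosome 7 from 17031507 to 17062427), with log2 fold changes of 2.27 at ZT1 and 0.77 at ZT13, a difference of -1.50 (standard error 0.19, limma adjusted p = 0.0026). In PBS-treated mice *Hif3a* was higher at ZT13 by 2.00 on the log2 scale. The clock-controlled genes *Ciart* and *Dbp* had interactions of -1.14 (standard error 0.21, limma adjusted p = 0.030) and -0.91 (standard error 0.14, limma adjusted p = 0.011). Without the intensity trend in the prior variance, their adjusted p was 0.11 and 0.064, and over the same alternatives it ranged from 0.0088 to 0.11 and from 0.0030 to 0.064. *Ciart* passed in 8 and *Dbp* in 16 of the 16 fits that left out 1 mouse. Without selection on the interaction, 1739 genes were DEGs with higher expression after LPS at both times, and 1251 of them (71.9%) had the larger log2 fold change at ZT13, with a median difference of 0.12. Genes are not independent replicates, so no p is given for this share.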

(Figure 5C). KEGG pathway analysis of all DEGs with a significant TOD × treatment interaction found dysregulation of several vascular-related functions — focal adhesion and fluid shear stress and atherosclerosis — as well as inflammatory pathways, including leukocyte transendothelial migration and ECM-receptor interaction (Figure 5D). Interestingly, many of the genes with a TOD × treatment interaction are involved in BBB function, including upregulation of the TJ- and AJ-associated proteins *Cldn5* and *Cdh5* (Figure 5C). Additionally, there was a diurnal increase in expression of the *Vasp* and inducible *Nos2* genes, both of which have been implicated in BBB dynamics (Figure 5C) (44, 45). Altogether, while we saw significant changes in LPS-induced gene expression at both the ZT1 and ZT13 time points, BBB-associated genes were among the top dysregulated pathways when considering the interaction of time and treatment.

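Pathway groups from KEGG were not tested. Families of genes read from their symbols were tested instead on the interaction, with limma's camera, which compares a set with all other genes at a preset correlation of 0.01 between its members, and with fry, which tests a set on its own. Adjustment was over the 75 tests made of 15 sets in 5 comparisons. The 43 collagen genes had a median interaction of 0.18 on the log2 scale, and 33 of them were positive (camera adjusted p = 8.8e-05, fry adjusted p = 0.12). *Col4a1* and *Col4a2*, which lie side by side on chromosome 8, were the 2 collagen genes past the adjusted threshold over all genes tested. *Col4a1* had an interaction of 0.94 (standard error 0.13, limma adjusted p = 0.0038) and *Col4a2* of 0.90 (standard error 0.10, limma adjusted p = 7.5e-04). Adjusted over the list alone, 4 collagen genes passed. The 26 integrin genes also had a median of 0.18, with 17 positive (camera adjusted p = 0.0045, fry adjusted p = 0.066). None of the 26 passed over all genes tested, and 2 passed adjusted over the list alone. The 11 laminin genes had a median of 0.12, with 6 positive (camera adjusted p = 0.25, fry adjusted p = 0.31), and 0 passed by either adjustment. With a correlation estimated from the data no set of the 75 tests passed, the smallest adjusted p being 0.093.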

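*Cldn5* (ENSMUSG00000041378, chromosome 16 of GRCm38 from 18776847 to 18778262) encodes the tight junction protein claudin 5. At ZT1 it was at 28.0 ± 1.52 CPM (SD, n = 3) in PBS-treated and 53.1 ± 13.2 CPM (SD, n = 5) in LPS-treated mice. At ZT13 it was at 13.0 ± 2.57 CPM (SD, n = 3) in PBS-treated and 62.6 ± 5.76 CPM (SD, n = 5) in LPS-treated mice. The log2 fold change after LPS was 0.88 (standard error 0.17) at ZT1 and 2.24 (standard error 0.10) at ZT13, and the TOD × treatment interaction was 1.36 (standard error 0.22, limma adjusted p = 0.013). From ZT1 to ZT13 its log2 level fell in PBS-treated mice (95% confidence interval -1.37 to -0.82, limma adjusted p = 0.0085) and rose by 0.27 in LPS-treated mice (standard error 0.14, limma adjusted p = 0.54). The PBS difference passed in 3 of the 6 fits that left out 1 PBS-treated mouse, with an adjusted p of up to 0.054, and its adjusted p was 0.19 when all genes with any reads were tested and 0.15 without the intensity trend. The interaction passed the adjusted threshold in 14 of the 16 fits that left out 1 mouse. *Cdh5* (ENSMUSG00000031871, chromosome 8 from 104101625 to 104144511) encodes the adherens junction protein VE-cadherin. Its level was 14.4 ± 0.856 CPM (SD, n = 3) in ZT1 PBS, 26.6 ± 1.83 CPM (SD, n = 5) in ZT1 LPS, 11.4 ± 0.851 CPM (SD, n = 3) in ZT13 PBS and 34.0 ± 4.12 CPM (SD, n = 5) in ZT13 LPS mice. Its interaction was 0.67 (standard error 0.13, limma adjusted p = 0.036), made of a PBS difference of -0.33 and an LPS difference of 0.34. The *Cdh5* interaction passed in 3 of the 16 fits that left out 1 mouse, and its adjusted p was 0.059 with quantile normalization. When all genes with any reads were tested, the adjusted p of the interaction was 0.068 for *Cldn5* and 0.12 for *Cdh5*, and without the intensity trend in limma's prior variance it was 0.073 and 0.11. Over the alternatives that took treatment from the titles and used all mice, 3 of them chosen after seeing the data, it ranged from 0.0029 to 0.073 for *Cldn5*, 0.0088 to 0.12 for *Cdh5* and 0.0015 to 0.073 for *Kdr*. *Kdr* (ENSMUSG00000062960, chromosome 5 from 75932827 to 75978458), which encodes a VEGF receptor, had the largest positive interaction among the 30 genes past the threshold, 1.39 (standard error 0.23, limma adjusted p = 0.013). Its log2 fold change after LPS was -0.11 (standard error 0.18) at ZT1 and 1.27 (standard error 0.11) at ZT13. In PBS-treated mice it fell by 1.03 from ZT1 to ZT13 (standard error 0.10, limma adjusted p = 0.0034), and in LPS-treated mice it rose by 0.36 (standard error 0.16, limma adjusted p = 0.43). The PBS difference of *Kdr* passed in all 6 fits that left out 1 PBS-treated mouse, and its adjusted p was 0.066 when all genes with any reads were tested and 0.071 without the intensity trend. Between the PBS groups, 3 mice against 3 cannot give an exact permutation p under 0.10, and that value was reached for all 3 genes. *Kdr* passed in 13 of the 16 fits that left out 1 mouse, and its log2 fold change at ZT1 was 0.05 without ZT1 LPS replicate 2.

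**Figure D2:**
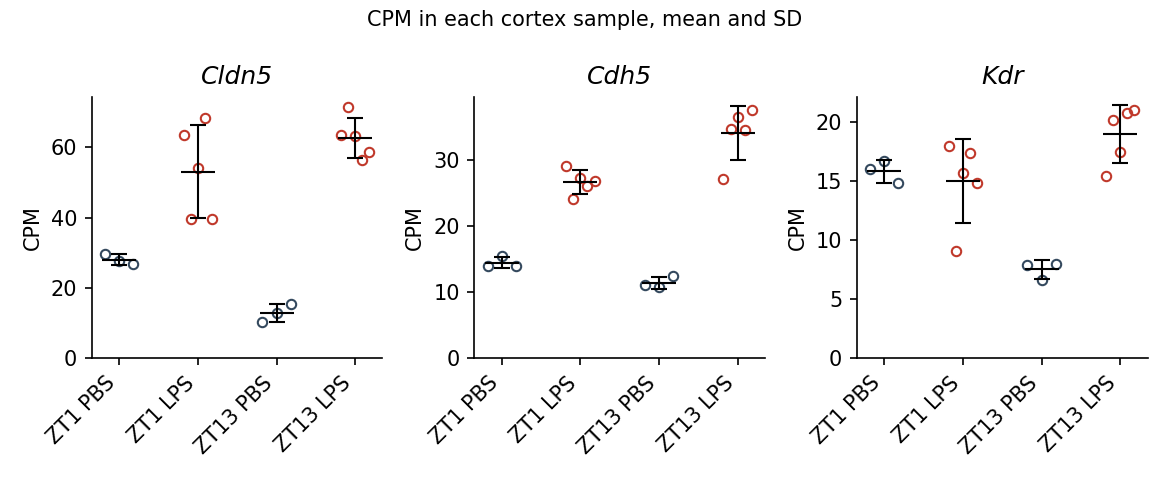
CPM of *Cldn5*, *Cdh5* and *Kdr* in each cortex sample, with a circle per mouse, the group mean as a horizontal line and the SD as error bars (3 PBS-treated and 5 LPS-treated mice at each time). The ZT13 PBS means (13.0, 11.4 and 7.52 CPM) are below the ZT1 PBS means (28.0, 14.4 and 15.8 CPM) for all 3 genes.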

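*Vasp* (ENSMUSG00000030403, chromosome 7 from 19256929 to 19271817) encodes an actin regulator. It was at 8.58 ± 0.856 CPM (SD, n = 3) in ZT1 PBS, 16.2 ± 3.35 CPM (SD, n = 5) in ZT1 LPS, 7.22 ± 0.783 CPM (SD, n = 3) in ZT13 PBS and 23.4 ± 3.40 CPM (SD, n = 5) in ZT13 LPS mice. The log2 fold change after LPS was 0.86 (standard error 0.14, limma adjusted p = 0.0021) at ZT1 and 1.63 (standard error 0.11, limma adjusted p = 9.2e-08) at ZT13. Its interaction was 0.76 (standard error 0.20), which did not pass after adjustment (limma adjusted p = 0.16). *Nos2* in PBS-treated mice was at 0.713 ± 0.249 CPM (SD, n = 3) at ZT1 and 0.204 ± 0.135 CPM (SD, n = 3) at ZT13. Its log2 fold change after LPS was 0.40 (standard error 0.27, limma adjusted p = 0.36) at ZT1 and 2.37 (standard error 0.30, limma adjusted p = 4.4e-05) at ZT13. The *Nos2* interaction of 1.96 (standard error 0.45) did not pass after adjustment (limma adjusted p = 0.10). With sample quality weights both interactions passed, at adjusted p = 0.032 for *Vasp* and 0.023 for *Nos2*, the lowest values over the alternatives that took treatment from the titles and used all mice, whose highest were 0.37 and 0.28. Over the 16 fits that left out 1 mouse, the adjusted p ranged from 0.030 to 0.40 for *Vasp*, with 1 fit past the threshold, and from 0.026 to 0.29 for *Nos2*, with 2 past it.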

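A list of 20 genes with endothelial expression, written in advance, had a median interaction of 0.54 on the log2 scale, and 17 of the 20 were positive (camera adjusted p = 5.9e-11, fry adjusted p = 0.013). Of these, 8 genes had an interaction past the threshold over all genes tested and 14 adjusted over the list alone. The paper names 8 of the 20 genes in Figure 5, chosen on the same samples, so the list is not independent evidence. A list of 20 endothelial genes that the paper does not name, 12 of which are in the first list, had a median interaction of 0.12, with 14 positive (camera adjusted p = 0.64, fry adjusted p = 0.71). In that list 1 gene, *Egfl7*, passed over all genes tested and 5 passed adjusted over the list alone. A list of 12 genes of mural cells, which surround the endothelium, had a median interaction of 0.20 (camera adjusted p = 0.011, fry adjusted p = 0.15). The paper reports changes after LPS at both times. It places genes of the BBB among the most dysregulated pathways when time and treatment are considered together.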

### Microglia are required for LPS-induced neuroinflammatory BBB breakdown at ZT13.

At baseline, capillary-associated microglia play an active role in maintaining BBB integrity. Ablating microglia (and other CSFR1^+^ myeloid populations in the brain) with the CSFR1 antagonist Plexidartinib (Plexidartinib 3397 [PLX3397, hereafter referred to as PLX]) alters vascular tone without changing pericyte coverage or astrocyte endfoot density (46, 47). During inflammation, PLX treatment protects against LPS-induced inner blood retinal barrier leak in the eye but is deleterious during models of both ischemic stroke and microbubble-induced hemorrhage in the CNS (16, 48, 49). Additionally, in our LPS model, we found that the increase in gliosis seen at ZT13 was coupled with increased perivascular localization (within 8 μm of a blood vessel) of IBA1 but not GFAP (Figure 6A). To determine if microglia are required for LPS-induced BBB breakdown, we treated mice for 2 weeks with PLX prior to LPS administration. Since there was no significant increase in BBB permeability with LPS treatment at ZT1 (Figure 1C and Supplemental Figure 2A), we only treated PLX-fed (or control chow–fed) mice at the ZT13 time point. Of note, a previous study shows that PLX administration does not affect behavioral circadian rhythms in mice (50). As previously reported, we found that PLX treatment dramatically reduced the number of IBA1^+^ cells (Figure 6, B and C) (47) in both PBS- and LPS-treated groups without altering peripheral immune responses or weight loss (Supplemental Figure 4A) (51). Despite microglia being the primary TLR4^+^ CNS-resident cell, LPS-treated PLX mice had increased hippocampal GFAP (Figure 6, B and C) as well as *Serapina3n* and *Gfap* upregulation (Supplemental Figure 4B), suggesting that astrocyte activation in response to systemic LPS is independent of microglial function. However, despite these changes in astrocyte GFAP expression, PLX administration reduced LPS-induced *Tnfa* and *Nos2* in the cerebral cortex and completely protected against NaFL leak, indicating that microglia are required for neuroinflammation following peripheral LPS injection, as well as inflammatory BBB breakdown (Figure 6, D and E).

We next sought to manipulate astrocyte activation to determine its role in neuroinflammation caused by evening LPS exposure. Since astrocytes are known to mitigate microglial reactivity after CNS injury and are in close proximity to blood vessels, they are prime candidates to serve as the first responders to LPS-induced peripheral cytokines (52). Activation of the JAK2/STAT3 pathway is a critical step in astrocyte activation in disease models (53). In vitro, LPS stimulation induces an astrocytic STAT3-dependent release of TNF-α, leading to a loss of endothelial cell barrier properties (54). Thus, we chose to target the astrocyte STAT3 pathway in our model, utilizing a previously described AAV9 viral vector that expresses a constitutively active form of JAK2 (JAK2ca) behind a truncated GFAP promoter (55). Activated JAK2 phosphorylates STAT3, which then translocates to the nucleus and regulates the transcription of pro- and antiinflammatory cytokines genes, including *Tnfa*, *Il1b*, and *Il6* (56). To ensure global viral spread, we performed intracerebroventricular injections of this viral vector, or an identical control vector expressing eGFP instead of JAK2ca at P0 and waited until the mice were 2 months old before administering i.p. LPS for 2 days at ZT13. Mice treated with AAV/GFAP/JAK2ca showed increased hippocampal IBA1 and GFAP in response to LPS as compared with AAV/GFAP/eGFP-treated animals, demonstrating that activating astrocyte JAK2/STAT3 prior to LPS exposure enhances both micro- and astrogliosis in the brain (Supplemental Figure 5A). However, we observed no increase in BBB permeability at baseline or in response to LPS in the AAV/GFAP/JAK2ca animals (Supplemental Figure 5B). This finding suggests that, while astrocytes respond to LPS independently of microglia, astrocyte activation alone is insufficient to induce BBB breakdown at ZT13 — at least through the JAK2/STAT3 pathway.

## Discussion

While inflammatory BBB breakdown and circadian rhythms in barrier properties have both been explored independently, there is relatively little known about daily rhythms in neuroinflammation and BBB breakdown. Our current findings suggest that there are diurnal changes in the susceptibility of the BBB to inflammatory breakdown, beyond the known rhythms in transporter activity (17, 22–24). Ultrastructural imaging found increased nighttime vasodilation, membrane dysregulation, and vesicle formation — potentially contributing to increased transcytosis and small molecule leak. Transcriptomic analysis showed that these diurnal variations were coupled with dysregulated extracellular matrix–, neuroinflammatory–, and BBB-associated processes, with greater inflammatory gene expression in mice treated with LPS in the evening (ZT13). 

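Transcripts of inflammation and gliosis that the paper measured by qPCR were tested as lists in the cortex RNA-Seq of ZT13 LPS against ZT1 LPS mice. Of 10 inflammatory genes 7 were expressed highly enough to test, and 6 of the 7 were higher at ZT13, with a median log2 fold change of 0.31 (camera adjusted p = 2.2e-04, fry adjusted p = 0.0098). In the fit of the 2 groups alone, none of the 7 passed over all genes tested, and 4 passed adjusted over the list alone. The camera and fry tests used the fit of all 16 samples. The list holds *Nos2*, which the paper also names from the RNA-Seq of these mice, so it is not independent evidence. With genes of at least 5 CPM in at least 3 samples, the camera adjusted p of this list was 0.15, the highest over the alternatives that took treatment from the titles and used all mice, whose lowest was 1.5e-05. All 6 gliosis genes (*Gfap*, *Serpina3n*, *C4b*, *Spp1*, *Cybb* and *Aif1*) were higher at ZT13, with a median of 0.37 (camera adjusted p = 6.5e-05, fry adjusted p = 0.033). None of the 6 passed over all genes tested, and 4 passed adjusted over the list alone. *Gfap* was at 731 ± 145 CPM (SD, n = 5) in ZT1 LPS and 1013 ± 137 CPM (SD, n = 5) in ZT13 LPS mice, a log2 fold change of 0.48 (standard error 0.12, limma adjusted p = 0.17). *Cybb* was at 11.8 ± 7.50 CPM (SD, n = 5) and 20.8 ± 4.14 CPM (SD, n = 5), a log2 fold change of 0.99 (standard error 0.33, limma adjusted p = 0.27). The endothelial list had a median of 0.28 in this comparison (camera adjusted p = 5.1e-08, fry adjusted p = 0.029), with 17 of its 20 genes higher at ZT13. Some of these genes are named by the paper from the same mice, so the list is not independent evidence. The 20 endothelial genes that the paper does not name had a median of 0.04, with 12 higher (camera adjusted p = 0.19, fry adjusted p = 0.50).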

Persisting glial activation in response to evening LPS was associated with increased BBB permeability, which could be abrogated by microglial ablation but cannot be elicited through astrocyte activation. Thus, the TOD of a systemic inflammatory insult can influence the neuroinflammatory response and BBB integrity.

Since LPS induces BBB breakdown both when administered systemically as well as directly to the CNS, it is difficult to disentangle the role of rhythms in peripheral and central inflammation (33, 57). Brain endothelial cells (BECs) are TLR4^+^, and trace amounts of LPS has been found in them up to 30 minutes after peripheral injection; however, LPS was not found directly in the brain parenchyma (37). This indicates that rather than interacting directly with CNS-resident cells, LPS most likely acts indirectly on peripheral TLR4^+^ cells — including leukocytes as well as BECs — producing cytokines that can readily cross the BBB. Additionally, existing circadian sequencing databases have found that there are no circadian rhythms in *Tlr4* expression in BECs — suggesting that rhythmic neuroinflammatory responses to LPS occurs through CNS-resident cells (21). Further supporting this claim, we found no diurnal variation in peripheral cytokines in our 2-hit LPS model and observed that evening peripheral inflammation remains unaltered in PLX-treated mice (Supplemental Figure 4A), despite the complete ablation of NaFL leak (Figure 6E). Additionally, astrocyte activation in the absence of TLR4^+^ microglia indicates that astrocytes are responding to peripherally derived cytokines rather than parenchymal LPS.

Our data show that glia respond differently to LPS in the evening than in the morning, as both astrocytes and microglia showed increased reactivity 24 hours after evening LPS exposure. While microglia are not physically coupled to the NVU, they are still an intimate component of BBB function and increase perivascular localization during disease (Figure 6A) (16). Using the CSFR1 antagonist PLX, we found that microglia are required for evening LPS-induced BBB breakdown, despite persisting astrogliosis. While PLX can exert off-target effects, including inhibition of Flt and C-kit, our observation that PLX did not change LPS-induced inflammation in peripheral organs, but did affect the brain, strongly implicates microglia (58). It is still possible other CNS-resident CSFR1^+^ cells, such as perivascular macrophages (PVMs), play a role in LPS-induced inflammation. During many inflammatory diseases, PVMs increase in number and vessel coverage; however, it is likely they are actually promoting vessel integrity, since their ablation increases leukocyte extravasation (59, 60). Additionally, astrocyte activation in the absence of TLR4^+^ microglia indicates that astrocytes are responding to peripherally derived cytokines rather than parenchymal LPS — further supporting our peripheral cytokine data in Figure 1.

Our studies have several limitations. First, since only 2 TODs were used, we do not know what happens in midday or midnight and cannot comment on the full circadian dynamics of the system. Second, the use of LPS as a model inflammogen may not simulate the events that occur in more complex situations such as bacterial sepsis. While we have attempted to examine diurnal variation in peripheral inflammation, our efforts were not exhaustive, and it remains possible (if not likely) that some blood-borne factor or cell population may be induced more readily at ZT13 in the periphery, and that this factor might mediate the effects we observe in the brain. Future studies employing single-cell RNA-Seq and proteomics of brain and blood following LPS at different TODs are needed to more fully elucidate these underlying mechanisms. Our observations provide an initial description and provide potential cellular mechanisms that may guide future research.

Our findings have several implications for human health. First, they might prompt investigation into diurnal variation in human BBB integrity in the setting of neuroinflammatory diseases. Second, the pathways that mediate this diurnal variation might be targeted therapeutically to prevent BBB breakdown in the setting of inflammatory diseases, particularly at times of peak vulnerability. Finally, diurnal susceptibility to inflammatory BBB permeability might be leveraged to allow better penetration of certain therapeutics, such as antibodies, into the brain. Chronotherapeutic regimens that incorporate information about diurnal BBB permeability dynamics may improve BBB penetration of antiamyloid drugs, chemotherapies, and other agents. Our work may open the door to such technologies.

## Methods

### Sex as a biological variable.

This study examined LPS-induced inflammation, for which there is a known sex effect (61). However, we found no sex effect on LPS-induced BBB breakdown in preliminary experiments; therefore, we used exclusively male mice to reduce variability in the phenotype.

### BBB assays.

In total, 100 μL of 100 mg/mL NaFL (Sigma-Aldrich: F6377) diluted in sterile PBS was injected s.c. Forty-five minutes later, mice were deeply anesthetized with i.p. pentobarbital (150 mg/kg). Blood (100 μL) was collected by cardiac puncture before it was perfused with ice-cold PBS containing 3 g/L heparin. Both hemispheres were dissected into regions and stored in preweighed tubes filled with 500 μL PBS on ice. Small pieces of peripheral and brain tissues were removed, flash frozen, and stored at –80°C for RNA analysis as described below. Tissue was weighed and then homogenized for 3 minutes in a bullet blender, and serum was added to a serum separator tube (BD Microtainer, 365967) before being spun down and diluted 1:200. Tissue supernatant and serum were incubated 1:1 in 2% Trichloroacetic acid (Millipore Sigma, T9159) overnight (4°C). The samples were spun down again and diluted 1:1 in Borate Buffer (Honeywell, 33650) before being read on a plate reader along with a standard curve. Fluorescence per gram of CNS tissue was compared with fluorescence per μL of serum to determine the absolute amount of NaFL that crossed from the periphery to the brain for each mouse.

For other tracer studies, 4 μL/g body weight of 2% EB (Sigma-Aldrich, E2129) was injected retroorbitally; 15 minutes later, the mice were deeply anesthetized and perfused as described above. For biotin studies, mice were anesthetized (as above) and then underwent transcardiac perfusion with 10 mL of PBS + heparin containing 0.5 mg/mL Biotin. They were then were perfused with another 10 mL of 4% paraformaldehyde (PFA, without the tracer). Whole brains were dissected out, stained with labeled streptavidin, and imaged.

### Circadian rhythm disruption models.

For D:D experiments, mice were kept in standard 12:12 light/dark. The day before experiments began, the lights turned off at 6 p.m. and were kept off for the remainder of the experiment (3 days). For all experiments when mice were injected during the dark phase, red light was used and they were kept in darkness until fully anesthetized. Actigraphy was recorded using passive infrared (PIR) wireless sensors (Actimetrics), and circadian analysis was done using ClockLab Analysis software, version 6.1.02.

### Drug administration.

LPS from *E. coli* O55:B5 (Sigma-Aldrich, L6529) was diluted to 2 mg/mL in PBS and stored at –80°C. Immediately before each injection, LPS stock was thawed and diluted to 0.5 mg/mL in PBS before being injected (i.p.) at a dose of 2 mg/kg. Each LPS stock was not thawed more than twice before being discarded. To avoid batch effects, enough LPS was purchased at each time for an average of 3 experimental cohorts to be treated from the same stock. Mice were weighed each day prior to injection, and the weight at the first day was used to determine dosing for the entire experiment.

### IHC and imaging.

IHC antibodies used in this study include: IBA1 (rabbit, Wako, 019-19741, 1:1,000), GFAP conjugated to Alexa Fluor 647 (mouse, Cell Signaling Technologies, 3657S, 1:800), CD31 (rat, BD Pharmingen, 5500274, 1:250), and CLDN5 (mouse, Invitrogen, 35-2500, 1:100).

Mice were anesthetized and perfused as described above. For IHC experiments, 1 hemisphere was dissected into regions, flash frozen, and stored at –80°C for RNA analysis as described below. The other hemisphere was postfixed in 4% PFA for 12 hours (4°C) before being cryoprotected with 30% sucrose in PBS (4°C) for 24 hours. Brains were then sectioned on a freezing sliding microtome in 50 μm serial coronal sections and stored in cryoprotectant solution (30% ethylene glycol, 15% sucrose, 15% phosphate buffer in ddH_2_0). Sections were washed in TBS × 3, blocked for 60 minutes in TBSX (TBS+ 0.4% Triton X-100; Sigma-Aldrich) containing 3% donkey serum, and incubated overnight at 4°C in primary antibodies diluted in TBSX containing 1% donkey serum (Sigma-Aldrich). Sections were then incubated for 1 hour at room temperature in TBSX with 1:1,000 donkey fluorescent secondary antibody and mounted on slides using Fluoromount-G (Southern Biotech, 0100-01) before coverslipping. For all analyses of TJ and endothelial markers, mice were perfused with 4% PFA for 3 minutes, and the whole brain was collected and postfixed in 4% PFA for 4 hours (4°C) before moving to 30% sucrose for 24 hours (4°C). Brains were sectioned and stored as described above. Sections were blocked overnight in 1% BSA, 0.75% Triton X-100, 5% donkey serum in PBS (4°C) before incubating in primary antibody diluted in PBS containing 0.5% BSA, 0.25% Triton X-100 (referred to as PS/2) for 2 days (4°C). Sections were washed 3x in PS/2 before being incubated for 2 hours at room temperature in PS/2 with 1:1,000 donkey fluorescent secondary antibody, washed 2× in PS/2, and mounted as described above.

All fluorescene imaging was done on a Keyence BZ-X810 microscope. In general, laser intensity and exposure times were selected for each cohort of samples after a survey of the tissue, in order to select appropriate parameters that could then be held constant for all slides in that imaging session. These values varied by antibody, but all sections in a given cohort were imaged under identical conditions at the same magnification. For standard image analysis of epifluorescence images (such as determination of percentage of area for antibodies such as anti-GFAP), TIFF image files were opened using ImageJ (NIH) and converted to 8-bit grayscale files. Images with the dimmest and brightest intensity of staining, as well as some midrange examples, were used to determine an appropriate threshold value that could optimally capture the intended staining across all conditions in that cohort, based on the judgment of the investigator. That threshold was then held constant across all images in the cohort, and black and white images of selected regions of interest were generated and quantified as percentage of area stained using the Analyze Particles function. At least 2 adjacent sections per mouse per region were analyzed and averaged.

Perivascular gliosis analysis was done by taking 60× confocal images on a Zeiss LSM700 of blood vessels; the images were then exported and further analyzed using Imaris 10.0. In short, treatment groups were blinded to the investigator, and 3D volumes for each channel were determined per image to account for LPS effects on glial cell morphology, before an extended surface a distance of 8 μm away from blood vessels was applied. The volume of the channel colocalized to the extended surface compared with total channel volume, as well as the volume of the 8 μm extended surface, were measured. Images (40×) were taken with confocal resolution imaging, and 2D maximum intensity projects were used for representative images.

### Plexidartinib.

PLX was purchased from MedChemExpress (Hy-16749) and shipped to Research Diets Inc. PLX was formulated in AIN-76 diet at 400 ppm and irradiated. PLX or control (AIN-76) chow were fed to mice ad libitum for 2 weeks prior to all PLX experiments.

### RNA quantification.

Tissue was homogenized in 500 μL of Trizol, with beads added before running, in a bullet blender for 3 minutes. TRIzol samples were then subjected to chloroform extraction (1:6 chloroform/TRIzol), followed by thorough mixing, and centrifugation at (12,500*g* for 15 minutes). RNA was then extracted from the aqueous layer using the PureLink RNA Mini Kit according to manufacturer’s instructions. RNA concentration was measured on a Nanodrop spectrophotometer; then, cDNA was made using a high-capacity RNA-cDNA reverse transcription kit (Applied Biosystems) with 250 ng to 1 mg RNA per 20 mL reaction. qPCR was performed with ABI TaqMan primers and ABI PCR Master Mix buffer on ABI StepOnePLus or QuantStudio 12K thermocyclers. TaqMan primers (Invitrogen) were used, and mRNA measurements were normalized to β-actin (Actb) mRNA for analysis. For larger experiments, microfluidic qPCR array measurements were performed by the Washington University Genome Technology Access Center (GTAC) using a Fluidigm Biomark HD system, again using TaqMan primers. RNA-Seq was performed and values were normalized as previously described (62). Volcano plots were made using Enhanced Volcano R package, heatmaps were made using the Pretty heatmap package, and scatter plots were made using ggplot. Overrepresentation analysis dot plots of KEGG pathways were generated using the ClusterProfiler and enrichplot R packages.

### TEM.

Mice were anesthetized as described above and perfused with 10 mL perfusion buffer (0.2 mg/mL xylocaine and 20 units/mL heparin) and then 20 mL fixative solution (2.5% glutaraldehyde, 2% PFA, and 0.15M cacodylate buffer with 2 mM CaCl_2_), all kept at 37°C. Tissue was then postfixed in ice-cold fixative solution overnight at 4°C. The brains were embedded in epoxy resin, and the region of interest were cut into 1 × 1 mm squares, 70 nm thick.

All imaging was done on a JEOL JEM-1400Plus Transmission Electron Microscope at 3,000×–5,000× magnification. Capillaries were identified by morphology (<8 μm in diameter) with a circularity ratio < 2. Treatment groups were blinded to the investigator, and TIFF image files were opened using ImageJ (NIH) and analyzed using the measure tool. The scale for each image was set depending on the magnification used. Diameter was determined as the distance across the vessel at the shortest point, luminal irregularity was the measured length of the plasma membrane divided by the estimated circumference using the elliptical tool, TJ length was the average of each measured TJ per vessel divided by the circumference, and vesicles were only counted if they were actively invaginating from the luminal side.

### Viral vectors.

Jak2ca viral vector was made at the Hope Center Viral Vector Core (at Washington University in St. Louis, MO, USA) using mammalian gene collection cDNA for mouse *Jak2* (ID 16452) gifted by Carole Escartin (CEA, Paris, France). Jak2ca cDNA was then packaged into an AAV9 envelope under expression of the truncated GFAabc1d promoter. A GFP tag was also included as a marker of Jak2ca expression. All viruses were administered via bilateral intracerebroventricular injection in newborn P0 pups as described previously (63). Virus (2 μL) was injected at a concentration of 1.3 × 10^13^ gc/mL.

### Statistics.

In all figures, graphs depict the mean ± SEM, and *n* generally indicates the number of animals, unless otherwise noted in the figure legend. For confocal images, each data point depicts the mean of 2 sections with 6 technical replicates taken per section, and each mouse is considered an *n* of 1. For TEM experiments, each data point depicts the mean for 28–32 technical replicates from 1 mouse, and each of these mean values is considered an *n* of 1. An F test was first performed for datasets with a single dependent variable and 2 groups, to determine if variances were significantly different. If not, 2-tailed unpaired *t* test was performed. For datasets with 2 dependent variables, 2-way ANOVA was performed, and if main effect was significant, Tukey multiple-comparison test was then added for appropriate sets of variables. Outliers were identified using Grubbs test and were excluded. Statistical tests were performed with GraphPad Prism software, version 10.0.2. *P* < 0.05 was considered significant.

### Study approval.

All animal experiments were approved by the Washington University IACUC and were conducted in accordance with AALAC guidelines and under the supervision of the Washington University Department of Comparative Medicine. Seven-week-old male C57BL/6J littermate mice were all obtained from the Jackson Laboratory and allowed to acclimate for 1 week in our facilities before all experiments. For viral injection experiments, E18 timed-pregnant CD1 mice were ordered from Charles River. Mice were housed in a 12-hour light/dark cycle (lights on at 6 a.m. and off at 6 p.m.) and allowed ad libitum access to food and water unless otherwise stated during circadian rhythm disruption models.

### Data availability.

RNA-Seq data are freely available online under GEO submission no. GSE263794. Values for all data points in graphs are reported in the Supporting Data Values file.

## Author contributions

JHL designed research studies, conducted experiments, acquired data, analyzed data, and wrote the manuscript. AP, MWK, and CJN conducted experiments. RD designed research studies. ESM designed research studies, oversaw research, provided reagents, wrote the manuscript, and provided funding.

## Supplementary Material

Supplemental data

Supporting data values

## Figures and Tables

**Figure 1:**
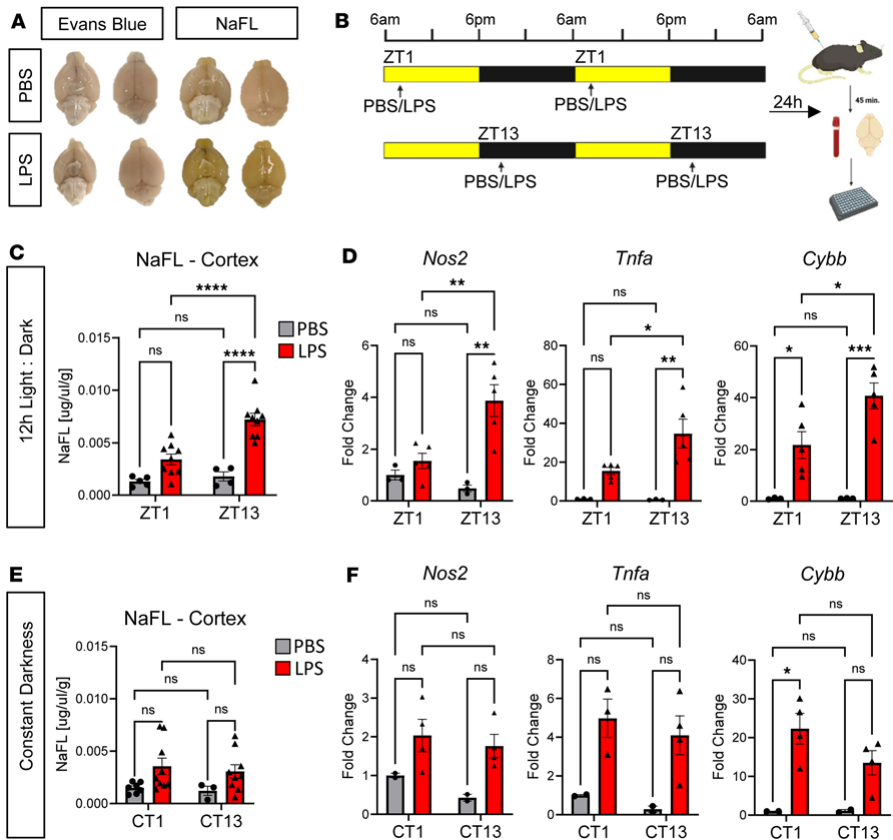
Diurnal variation in inflammatory BBB breakdown. (**A**) Representative images of dorsal and ventral view of whole brains from mice injected with PBS and LPS before being given either EB or sodium fluorescein (NaFL) tracer. (**B**) Schematic of the 2-hit LPS experimental paradigm used for diurnal BBB permeability experiments using NaFL, with lights-on (ZT0) occurring at 6 a.m. and lights-off (ZT12) occurring at 6 p.m. (**C**) Quantification of diurnal differences in LPS-induced NaFL leak in the cortex for mice kept in 12h Light:Dark (L:D). For L:D data, both main effects of treatment and time of day, as well as interaction, were significant by 2-way ANOVA. Post hoc test *P* values are shown. (**D**) qPCR data from cortex of PBS or LPS treated mice under L:D conditions. *n* = 3–5 mice per group. Main effect of treatment and interaction were significant by 2-way ANOVA; post hoc *P* values are shown. (**E**) Quantification of diurnal differences in LPS-induced NaFL leak in the cortex for mice kept in D:D. No main effect was significant by 2-way ANOVA. (**F**) qPCR data from cortex of PBS or LPS-treated mice under D:D conditions. *n* = 2–5 mice per group. For all panels, each circle is *n* = 1 mouse. *P < 0.05, **P < 0.01, ***P < 0.005, ****P < 0.001.

**Figure 2:**
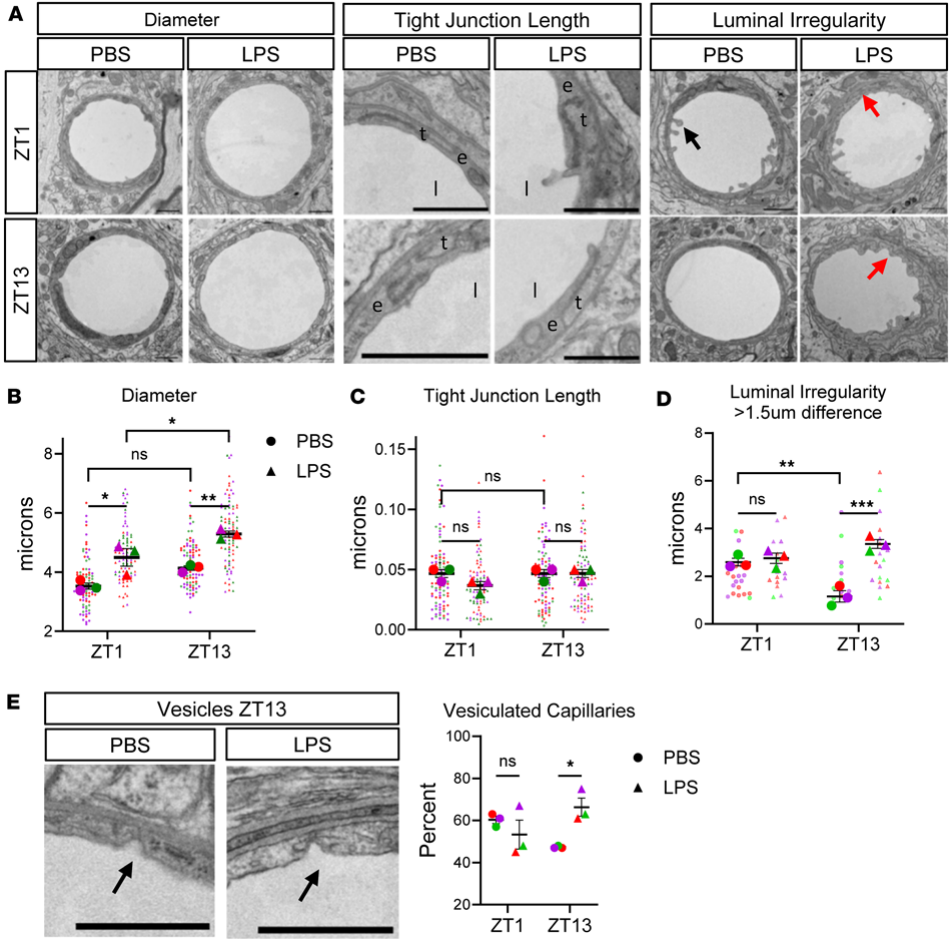
Evening LPS exposure disrupts endothelial cell morphology. (**A**) Representative images of diameter, tight junction length (e, endothelial cell; l, lumen; t, tight junction), and luminal irregularity (arrows: black showing blebbing at luminal surface, red showing plasma/basement membrane disruption). (**B**) Quantification of diameter length across cortical capillaries; main effect of LPS was significant, but interaction was not, by 2-way ANOVA. (**C**) Quantification of average tight junction length per capillary; no effects were significant by 2-way ANOVA. (**D**) Quantification of luminal irregularity; main effect of TOD and interaction were significant by 2-way ANOVA and post hoc test. (**E**) Inclusion criteria for vesicles (arrow indicating invaginating vesicles) and quantification of percentage of capillaries that contain 1 or more vesicles. Interaction was significant by 2-way ANOVA and post hoc test. For all graphs, *n* = 3 mice per group, 28–32 capillaries per mouse. Average for each mouse is shown in large dots, while technical replicates shown as smaller dots in similar color per mouse. Scale bar: 1 μm.

**Figure 3:**
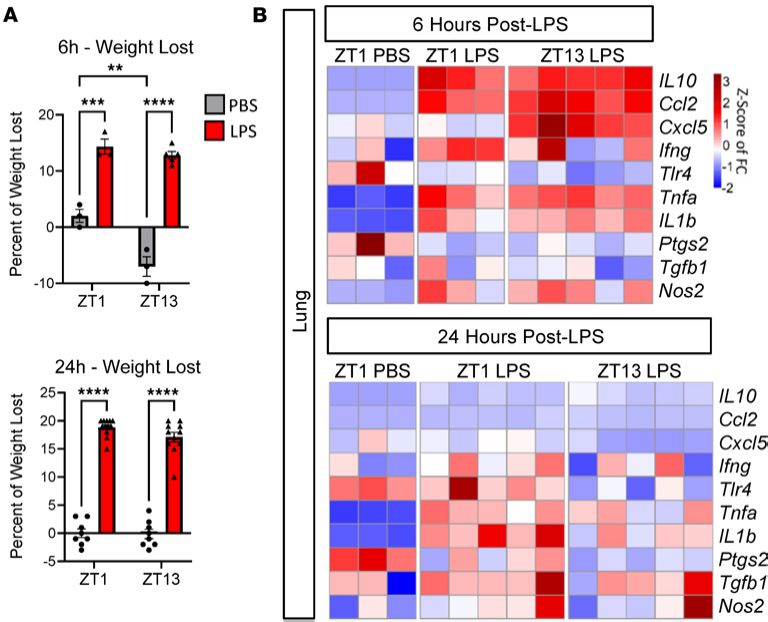
Absence of diurnal variation in peripheral immune activation at 6 or 24 hpi. (**A**) Percent weight lost in mice treated with PBS or LPS at ZT1 or ZT13, measured either 6 or 24 hpi. (**B**) Heatmap of selected gene expression in mouse lung tissue 6 versus 24 hours after final LPS injection at ZT1 or ZT12. Gene expression is normalized to ZT1 PBS 6 hpi group. **P < 0.01, ***P < 0.005, ****P < 0.001. In **A** and **B**, the main effect of LPS was significant by 2-way ANOVA. Post-hoc test results are shown.

**Figure 4:**
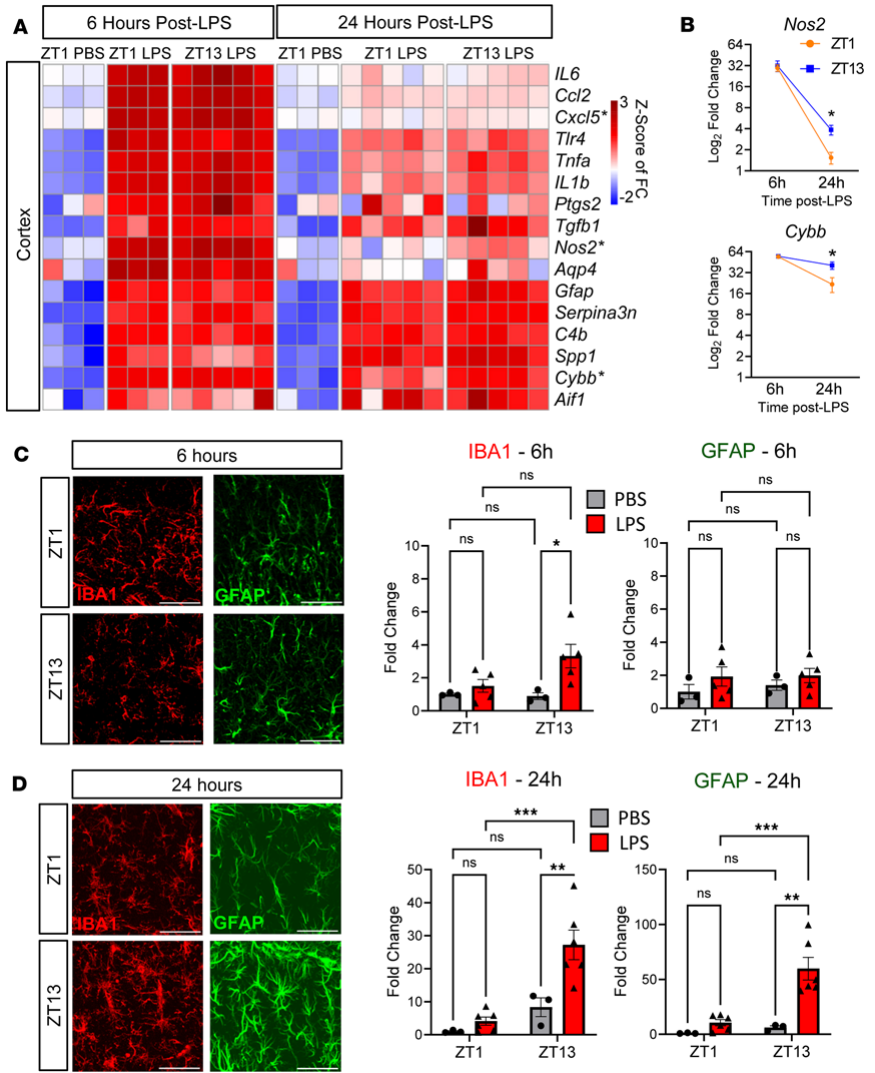
Evening LPS causes persisting inflammation and gliosis. (**A**) Heatmap of selected gene expression in mouse cortex 6 versus 24 hours after final LPS injection at ZT1 or ZT12. Gene expression is normalized to ZT1 PBS 6 hpi group. Transcripts with significant time-of-day (TOD) effect at 24 hpi are denoted with asterisks. Scale is *Z* score of Log_2_FC. (**B**) *Nos2* and *Cybb* graphed across time. (**C**) Representative images of IBA1 and GFAP after 6 hours of PBS or LPS treatment with quantification of percent area in the hippocampus 6 or 24 hpi, normalized to ZT1 PBS group. (**D**) Representative images of IBA1 and GFAP after 24 hours of PBS or LPS treatment with quantification of percent area in the hippocampus 6 or 24 hpi, normalized to ZT1 PBS group. *n* = 3–5 mice per group. For the 6-hour time point, only main effect of LPS was significant for IBA1, while in the 24-hour time point, the main effect of LPS and interaction are significant for both proteins; post hoc test results are shown. *P < 0.05, **P < 0.01, ***P < 0.005. Scale bars: 50 μm.

**Figure 5:**
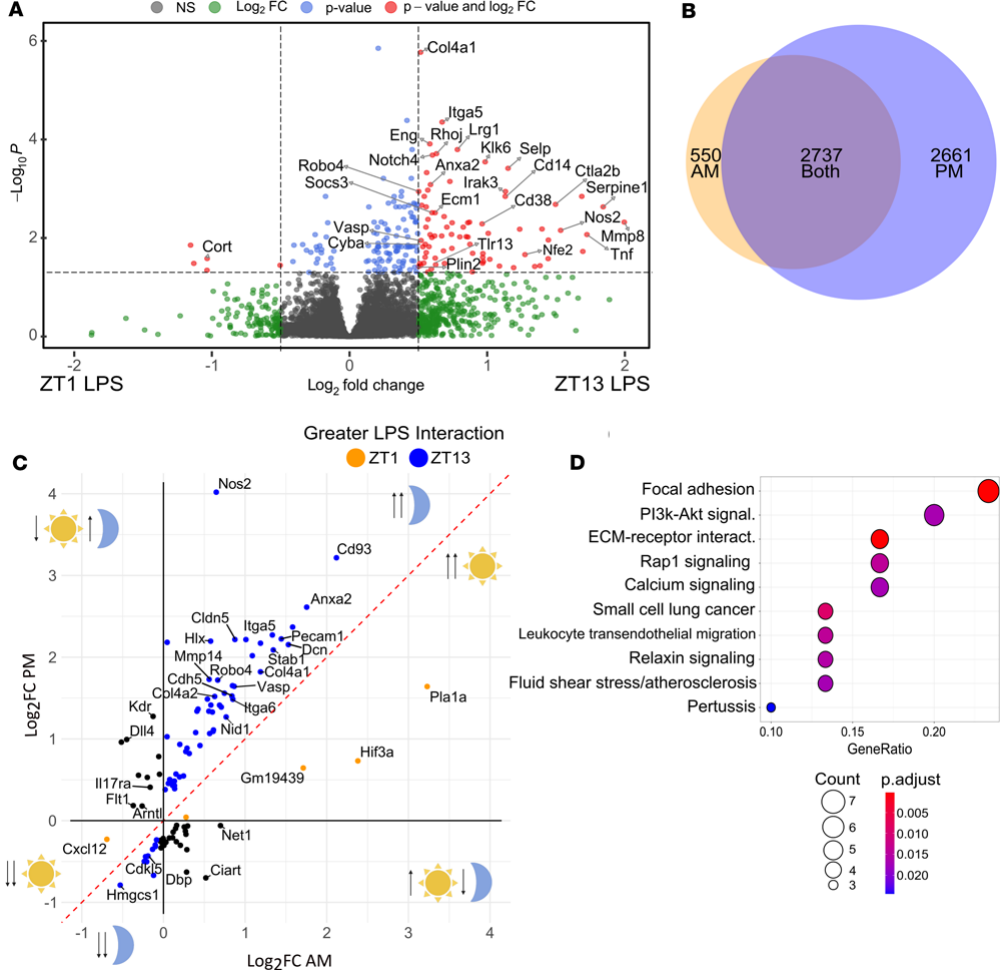
Persisting neuroinflammation after evening LPS exposure specifically enhances BBB-related gene expression. (**A**) Volcano plot of differentially expressed genes (DEGs) from bulk RNA-Seq in LPS-treated mouse cortex, comparing ZT1 versus ZT13 treatment time. Red dots indicate transcripts with adjusted *P* < 0.05 and fold change > 1.75-fold; right upper area indicates higher expression in mice treated at ZT13. (**B**) Venn diagram showing overlap of DEGs upregulated hpi in the ZT1 versus ZT13 datasets. (**C**) Scatter plot of genes with a significant TOD and treated interaction by 2-way ANOVA. Log fold change (PBS versus LPS) in the a.m. (ZT1) group is shown on *x* axis and in the p.m. (ZT13) group on *y* axis. Illustrations indicate the response of genes in that area to LPS (up or down arrow) in the a.m. (sun) or p.m. (moon). Genes shown above the red dotted line and right of the *y* axis were all upregulated in the p.m., with *Nos2* being the highest fold change. (**D**) ORA dotplot of the top dysregulated KEGG pathways using the full gene list from **D**. *n* = 3–5 mice per group.

**Figure 6:**
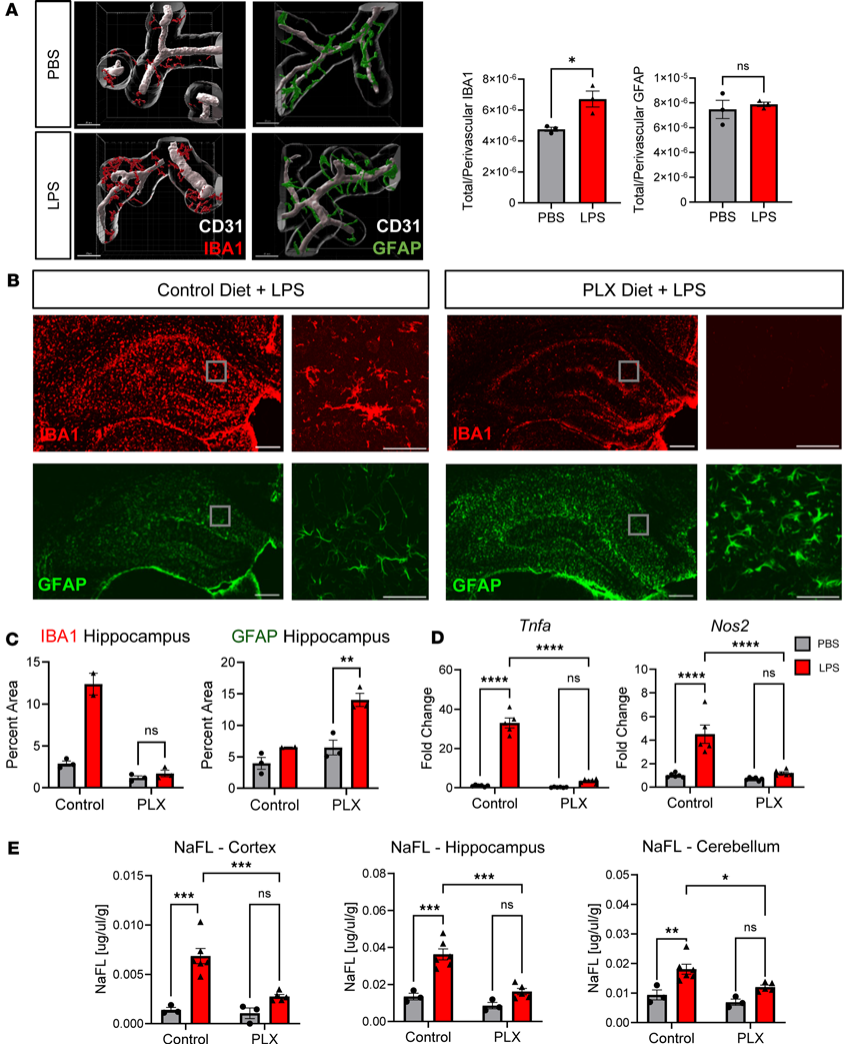
Microglia are required for LPS-induced inflammatory BBB breakdown at ZT13. (**A**) Volume of IBA1 and GFAP colocalized within 8 μm of CD31, normalized to total volume, at ZT13 24 hpi. *n* = 3 mice per group; 3–6 vessels imaged per mouse. (**B**) Representative images of hippocampal IBA1 and GFAP staining in control and PLX LPS-treated mice. Inset images are of the hippocampus at 40× magnification. (**C**) Quantification of IBA1 and GFAP hippocampal percent area. *n* = 2–3 mice per group. (**D**) LPS-induced cortical cytokine expression in PBS or LPS-treated mice given control or PLX chow. *n* = 5–6 mice per group. (**E**) NaFL assay in PBS or LPS-treated mice given either PLX or control chow. Scale bars: 200 μm (**B**), 50 μm (inset).

## References

[1] Heneka MT (2015). Neuroinflammation in Alzheimer’s disease. Lancet Neurol.

[2] Karch CM, Goate AM (2015). Alzheimer’s disease risk genes and mechanisms of disease pathogenesis. Biol Psychiatry.

[3] Kang R (2020). The dual role of microglia in blood-brain barrier dysfunction after stroke. Curr Neuropharmacol.

[4] Keller M (2009). A circadian clock in macrophages controls inflammatory immune responses. Proc Natl Acad Sci U S A.

[5] Lang V (2021). Susceptibility rhythm to bacterial endotoxin in myeloid clock-knockout mice. Elife.

[6] Geiger SS (2021). Feeding-induced resistance to acute lethal sepsis is dependent on hepatic BMAL1 and FXR signalling. Nat Commun.

[7] Marpegan L (2009). Diurnal variation in endotoxin-induced mortality in mice: correlation with proinflammatory factors. Chronobiol Int.

[8] Nguyen KD (2013). Circadian gene Bmal1 regulates diurnal oscillations of Ly6C(hi) inflammatory monocytes. Science.

[9] Halberg F (1960). Susceptibility rhythm to E. coli endotoxin and bioassay. Proc Soc Exp Biol Med.

[10] Gibbs JE (2012). The nuclear receptor REV-ERBα mediates circadian regulation of innate immunity through selective regulation of inflammatory cytokines. Proc Natl Acad Sci U S A.

[11] Gibbs J (2014). An epithelial circadian clock controls pulmonary inflammation and glucocorticoid action. Nat Med.

[12] Silver AC (2018). Daily oscillations in expression and responsiveness of Toll-like receptors in splenic immune cells. Heliyon.

[13] Persidsky Y (2006). Blood-brain barrier: structural components and function under physiologic and pathologic conditions. J Neuroimmune Pharmacol.

[14] Buckley MW, McGavern DB (2022). Immune dynamics in the CNS and its barriers during homeostasis and disease. Immunol Rev.

[15] Peng X (2021). Blood-brain barrier disruption by lipopolysaccharide and sepsis-associated encephalopathy. Front Cell Infect Microbiol.

[16] Mastorakos P (2021). Temporally distinct myeloid cell responses mediate damage and repair after cerebrovascular injury. Nat Neurosci.

[17] Pulido RS (2020). Neuronal activity regulates blood-brain barrier efflux transport through endothelial circadian genes. Neuron.

[18] Daneman R (2012). The blood-brain barrier in health and disease. Ann Neurol.

[19] Jana A (2022). Increased type I interferon signaling and brain endothelial barrier dysfunction in an experimental model of Alzheimer’s disease. Sci Rep.

[20] Erickson MA (2023). Ultrastructural remodeling of the blood-brain barrier and neurovascular unit by lipopolysaccharide-induced neuroinflammation. Int J Mol Sci.

[21] Zhang SL (2021). A circadian clock regulates efflux by the blood-brain barrier in mice and human cells. Nat Commun.

[22] Zhang SL (2018). A circadian clock in the blood-brain barrier regulates xenobiotic efflux. Cell.

[23] Pan W (2002). Selected contribution: circadian rhythm of tumor necrosis factor-alpha uptake into mouse spinal cord. J Appl Physiol (1985).

[24] Pan W, Kastin AJ (2001). Diurnal variation of leptin entry from blood to brain involving partial saturation of the transport system. Life Sci.

[25] Blacher E (2022). Aging disrupts circadian gene regulation and function in macrophages. Nat Immunol.

[26] Haspel JA (2014). Circadian rhythm reprogramming during lung inflammation. Nat Commun.

[27] Sato S (2017). Circadian reprogramming in the liver identifies metabolic pathways of aging. Cell.

[28] Guan D (2018). Diet-induced circadian enhancer remodeling synchronizes opposing hepatic lipid metabolic processes. Cell.

[29] Saunders NR (2015). Markers for blood-brain barrier integrity: how appropriate is Evans blue in the twenty-first century and what are the alternatives?. Front Neurosci.

[30] Yao L (2018). Evans blue dye: a revisit of its applications in biomedicine. Contrast Media Mol Imaging.

[31] Zhang R (2014). A circadian gene expression atlas in mammals: implications for biology and medicine. Proc Natl Acad Sci U S A.

[32] Nakazato R (2017). Disruption of Bmal1 impairs blood-brain barrier integrity via pericyte dysfunction. J Neurosci.

[33] Banks WA (2015). Lipopolysaccharide-induced blood-brain barrier disruption: roles of cyclooxygenase, oxidative stress, neuroinflammation, and elements of the neurovascular unit. J Neuroinflammation.

[34] Hudson N (2019). Dysregulated claudin-5 cycling in the inner retina causes retinal pigment epithelial cell atrophy. JCI Insight.

[35] Espinal ER (2022). Group B Streptococcus-induced macropinocytosis contributes to bacterial invasion of brain endothelial cells. Pathogens.

[36] Lin XP (2020). Macropinocytosis in different cell types: similarities and differences. Membranes (Basel).

[37] Singh AK, Jiang Y (2004). How does peripheral lipopolysaccharide induce gene expression in the brain of rats?. Toxicology.

[38] Jangula A, Murphy EJ (2013). Lipopolysaccharide-induced blood brain barrier permeability is enhanced by alpha-synuclein expression. Neurosci Lett.

[39] Ciesielska A (2021). TLR4 and CD14 trafficking and its influence on LPS-induced pro-inflammatory signaling. Cell Mol Life Sci.

[40] Juskewitch JE (2012). LPS-induced murine systemic inflammation is driven by parenchymal cell activation and exclusively predicted by early MCP-1 plasma levels. Am J Pathol.

[41] Pulido-Salgado M (2018). RNA-Seq transcriptomic profiling of primary murine microglia treated with LPS or LPS + IFNγ. Sci Rep.

[42] Hasel P (2021). Neuroinflammatory astrocyte subtypes in the mouse brain. Nat Neurosci.

[43] Kang SS (2018). Microglial translational profiling reveals a convergent APOE pathway from aging, amyloid, and tau. J Exp Med.

[44] Kraft P (2010). Deficiency of vasodilator-stimulated phosphoprotein (VASP) increases blood-brain-barrier damage and edema formation after ischemic stroke in mice. PLoS One.

[45] Boje KMK (1996). Inhibition of nitric oxide synthase attenuates blood-brain barrier disruption during experimental meningitis. Brain Res.

[46] Bisht K (2021). Capillary-associated microglia regulate vascular structure and function through PANX1-P2RY12 coupling in mice. Nat Commun.

[47] Elmore MRP (2014). Colony-stimulating factor 1 receptor signaling is necessary for microglia viability, unmasking a microglia progenitor cell in the adult brain. Neuron.

[48] Kokona D (2018). Colony-stimulating factor 1 receptor inhibition prevents disruption of the blood-retina barrier during chronic inflammation. J Neuroinflammation.

[49] Jin WN (2017). Depletion of microglia exacerbates postischemic inflammation and brain injury. J Cereb Blood Flow Metab.

[50] Matsui F (2023). Ablation of microglia does not alter circadian rhythm of locomotor activity. Mol Brain.

[51] Vichaya EG (2020). Microglia depletion fails to abrogate inflammation-induced sickness in mice and rats. J Neuroinflammation.

[52] Hu X (2023). Partial ablation of astrocytes exacerbates cerebral infiltration of monocytes and neuronal loss after brain stab injury in mice. Cell Mol Neurobiol.

[53] Haim LB (2015). The JAK/STAT3 pathway is a common inducer of astrocyte reactivity in Alzheimer’s and Huntington’s diseases. J Neurosci.

[54] Kim H (2022). Reactive astrocytes transduce inflammation in a blood-brain barrier model through a TNF-STAT3 signaling axis and secretion of alpha 1-antichymotrypsin. Nat Commun.

[55] Ceyzériat K (2018). Modulation of astrocyte reactivity improves functional deficits in mouse models of Alzheimer’s disease. Acta Neuropathol Commun.

[56] Minogue AM (2012). LPS-induced release of IL-6 from glia modulates production of IL-1β in a JAK2-dependent manner. J Neuroinflammation.

[57] Mayhan WG (1998). Effect of lipopolysaccharide on the permeability and reactivity of the cerebral microcirculation: role of inducible nitric oxide synthase. Brain Res.

[58] Claeys W (2023). Limitations of PLX3397 as a microglial investigational tool: peripheral and off-target effects dictate the response to inflammation. Front Immunol.

[59] Polfliet MMJ (2001). Meningeal and perivascular macrophages of the central nervous system play a protective role during bacterial meningitis. J Immunol.

[60] Yang T (2019). Brain perivascular macrophages: recent advances and implications in health and diseases. CNS Neurosci Ther.

[61] Chistyakov DV (2018). Sex-mediated differences in LPS induced alterations of TNFα, IL-10 expression, and prostaglandin synthesis in primary astrocytes. Int J Mol Sci.

[62] McKee CA (2022). Astrocytes deficient in circadian clock gene Bmal1 show enhanced activation responses to amyloid-beta pathology without changing plaque burden. Sci Rep.

[63] Kim JY (2014). Intracerebroventricular viral injection of the neonatal mouse brain for persistent and widespread neuronal transduction. J Vis Exp.

How the deposited data were processed for this re-analysis (not part of the article)

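Cortex RNA from 16 mice was analysed, 3 PBS-treated and 5 LPS-treated at each of ZT1 and ZT13, collected 24 hours after the last of 2 injections. The libraries were made from total RNA after ribosomal RNA depletion. The authors deposited 1 table of CPM, the reads counted on a gene for every 1000000 counted on all genes of the sample, with a column for each sample. Each column sums to 1000000 over 55487 gene identifiers, so the values are scaled by library total and hold no other factor between samples. The table has 55774 lines because 287 repeat a gene with identical values, and these repeats were removed. The paper's text does not name the aligner, the counting tool or the genome build. Of the gene identifiers 55141 are in the GENCODE M21 annotation of GRCm38, which was used for coordinates, GC content and transcript length. All 16 columns were used, and the unit of every column is CPM. The paper's qPCR, imaging and permeability data were not analysed here.

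Within a sample the lowest values are multiples of a common step, which was read as the CPM of 1 read. This gave 20251840 to 29112758 reads on genes per sample. Among values of up to 20 reads, 81.8% to 83.1% per sample were whole multiples of the step. The remainder were fractions, so whole counts could not be recovered, and a negative binomial test of counts that had been planned was not run. A group whose samples were all at or under 3 reads for a gene was taken as not detected, and a fold change against such a group is given as a lower bound. These limits cover counting error only.

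Samples were grouped by the treatment and time in their titles. The treatment field of the labels contradicts the titles for 12 of the 16 samples, and it was used as an alternative. Replicate numbers were not used as pairs, because the residual correlation between samples with the same number was -0.20 to 0.33. Genes with a CPM of at least 1 in at least 3 of the 16 samples were tested, 18859 in all. A pseudocount of 0.5 was added before taking log2. Linear models were fitted with limma (version 3.58.1 in R 4.3.3), with an intensity trend in the prior variance, and p-values were adjusted by the Benjamini-Hochberg method. A gene was called a DEG at an adjusted p under 0.05. ZT13 LPS against ZT1 LPS, LPS against PBS at ZT1 and at ZT13, and ZT13 PBS against ZT1 PBS were each fitted on their 2 groups alone. The PBS comparison was added after the data were seen. The TOD × treatment interaction was tested on all 16 samples with 4 group means. Single genes were also compared by a two-sided exact permutation test of the difference of means, which cannot go below 0.10 for 3 mice against 3 and 0.0079 for 5 against 5. Standard errors are those of the limma fit, and ± gives the SD between mice. Tables and figures were made with Python 3.11.15, pandas 2.3.3, numpy 2.4.6 and matplotlib 3.10.9.

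Gene sets were tested with limma's camera, at a preset correlation of 0.01 and also at an estimated correlation, and with fry. The sets were the integrin, collagen and laminin families, read from gene symbols, and lists written in advance. These lists covered clock genes, endothelial genes, endothelial genes that the paper does not name, mural cells, microglia, neutrophils, erythrocytes, astrocytes, neurons, oligodendrocytes, and the genes that the paper measured by qPCR for gliosis and for inflammation. The 15 sets were tested in 5 comparisons, and p-values were adjusted over these 75 tests.

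The genes given by name were set by a rule written in advance. They are every gene that the paper names for its RNA-Seq in the text or in Figure 5, the genes used to check the labels, and for each comparison the 3 largest increases and the 3 largest decreases among DEGs whose groups do not overlap. For the interaction they are the 3 largest in each direction past the threshold. Full statistics are given for the genes in the paper's text and for the extremes.

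The alternatives set before the data were examined were pseudocounts of 0.1 and 1, testing all genes with a CPM above 0 in at least 1 sample, testing genes with a CPM of at least 5 in at least 3 samples, median-of-ratios factors, quantile normalization, a single fit of all 16 samples, sample quality weights, no intensity trend, the replicate number as a block, treatment from the treatment field, and leaving out each mouse in turn. For single results they also included a fold change above 1.75, an absolute log2 fold change above 0.5, an unadjusted p, an ordinary 2-way ANOVA, adjustment over DEGs only, shared direction, and 3 mice per group. Removal of the trend on GC content and transcript length in each library, removal of the 7SK and 7SL genes, a single fit with sample quality weights, and the log2 ratio of the group mean CPM with no pseudocount, used beside the values read from the plots of the paper, were added after the data were seen. GC content and length were known for 18823 of the 18859 genes.

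The fits were tested on simulated data in which 200 genes had a 2-fold change. They recovered 98.5% of these genes for ZT13 LPS against ZT1 LPS, 98.0% and 96.0% for LPS against PBS at ZT1 and ZT13, and 89.5% for the interaction. False calls made up 10.5%, 8.8%, 7.7% and 3.8% of the calls, where 5% is the nominal rate.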

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

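The tests of the share of endothelial cells, the level in PBS-treated mice, blood, clock genes and the removal of the 7SK and 7SL genes were chosen only after the results they address were seen.

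In 4 of 54 groups of 5 mice, 1 sample stood apart from the others, with the gap to the nearest sample given as a share of the range of the group. By chance 2.7 groups would be expected. *Fam205a3* was at 1.91 CPM in ZT1 LPS replicate 4 and listed at 0 in the other 4 samples, a share of 1.00. *Rprl2* was at 0.105 CPM in the same replicate, about 3 reads, and at 0 in the others, a share of 1.00. *Fam205a2* was at 1.32 CPM in ZT13 LPS replicate 2 and at 0 in the others, a share of 1.00. In these 3 groups the other samples are at 0, so any reads at all give the largest share possible. *Cdh5* was at 27.0 CPM in ZT13 LPS replicate 1 and at 34.5 to 37.5 CPM in the other 4, a share of 0.71. Without that replicate the *Cdh5* interaction was 0.75 (adjusted p = 0.0034) in place of 0.67. No technical or biological explanation was tested for single samples, and sharing of reads between the members of the *Fam205a* family was not tested.

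The LPS response differed between ZT1 and ZT13 for 30 genes. In 100 of the 2520 regroupings of the times within each treatment, 2 gave as many genes, the real grouping included, and the other gave 67. The 7SK and 7SL genes took 5.26% to 8.25% of the reads of a sample. After their removal 27 of the 30 genes were found again, which argues against a few abundant genes as the cause. With median-of-ratios factors all 30 were among 36 genes, with quantile normalization 20 genes were found, all among the 30, and with the GC and length trend removed 23 of the 30 were among 27. The count rested on single mice in both directions, with 7 genes without ZT13 PBS replicate 2 and 104 without ZT1 LPS replicate 1. Time of treatment is the biological difference in the design. It coincides with the time at which tissue was collected, so a response to LPS that depends on the time of injection and one that depends on the time of collection were not separated.

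Of the genes with a higher LPS response at ZT13, *Kdr* had an interaction of 1.39, *Cldn5* of 1.36, *C1s1* of 1.22, *Col4a1* of 0.94, *Col4a2* of 0.90 and *Cdh5* of 0.67. The endothelial list had a median of 0.54, with 17 of 20 genes positive. A different share of endothelial cells between the samples would move all endothelial markers alike. Among the 20 endothelial genes that the paper does not name, 7 had a 95% confidence interval for the interaction that left out the list's median of 0.12. They ran from *Egfl7* at 0.69 to *Mfsd2a* at -0.61 (binomial p = 3.4e-05). This argues against the share of cells as the whole cause in that list, if its genes are expressed in endothelial cells alone, which was not tested. The test was not made on the endothelial list with its median of 0.54, which shares some of these genes. The markers are not independent, so this p is approximate. With the trend on GC content and transcript length removed in each library, the camera adjusted p of the endothelial list was 1.1e-12, over a range of 1.1e-12 to 1.7e-09 across the alternatives that took treatment from the titles and used all mice, which argues against that trend. A higher level at ZT1 than at ZT13 in PBS-treated mice stays open for the list as a whole, though some of its genes did differ. Between the PBS groups 4 of the 20 genes passed over all genes tested, *Cldn5* and *Kdr* among them, and 10 passed adjusted over the list alone. The fry adjusted p for change in either direction was 5.0e-04. The list's median PBS difference was -0.24, with 15 of 20 genes lower at ZT13. For change in 1 direction the fry adjusted p was 0.13 while the camera adjusted p was 2.4e-05. With 3 mice per group a shift of the whole list is left undecided. Between the LPS groups the list was higher at ZT13 by a median of 0.28, in 17 of 20 genes (camera adjusted p = 5.1e-08, fry adjusted p = 0.029). The difference itself uses no PBS-treated mice. The camera and fry tests of these groups take their spread from all 16 samples, PBS-treated mice included. The study picked 8 of the 20 from these mice, and the other 12 had a median of 0.15, with 9 higher, and an unadjusted p of 0.0066 in camera and 0.095 in fry, so a difference in PBS-treated mice alone is not excluded by them. A response larger by the same factor for every LPS-responsive gene at ZT13 would give positive interactions to genes that rise at ZT1. *Slc2a1* (95% confidence interval -0.52 to -0.02), *Slco1a4* (-0.82 to -0.06) and *Ly6c1* (-0.69 to -0.11) had negative ones. All 3 were higher after LPS at ZT1 without overlap. *Flt1*, at -0.32 after LPS at ZT1, had an interaction of 0.56 (standard error 0.11). These values argue against such a response for these genes. For the list's median it stays open. The slope of ZT13 on ZT1 responses across genes was 1.27, which predicts a median interaction of 0.19 for the list. The excess over that was 0.36, with a 95% bootstrap interval of 0.00 to 0.57 that touches 0, in genes that vary together and of which 8 were picked by the study from these mice. The parts of the LPS-treated and the PBS-treated mice in the pattern cannot be told apart with these values.

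The 26 integrin genes and the 43 collagen genes each had a median interaction of 0.18, with 17 and 33 positive. Both passed under camera (adjusted p = 0.0045 and 8.8e-05) and not under fry (adjusted p = 0.066 and 0.12). Over the alternatives that took treatment from the titles and used all mice, the scalings among them, the medians stayed between 0.14 and 0.20 for integrins and between 0.13 and 0.19 for collagens. No separate technical explanation was tested for these families, and the biological difference in the design is the time of treatment.

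Of the genes with a lower LPS response at ZT13, *Hif3a* had an interaction of -1.50, *Ciart* of -1.14 and *Dbp* of -0.91. The clock list had a median of -0.23, with 14 of 16 genes negative. The squared log2 difference between ZT13 and ZT1, less its squared standard error and summed over the genes, was 4.58 in PBS-treated and 0.13 in LPS-treated mice, and the absolute difference was smaller in LPS-treated mice for 15 of the 16 genes. The fry adjusted p for change in either direction was 3.3e-05. These values are consistent with clock genes that differ less between the times after LPS. Their difference in LPS-treated mice alone was not past the threshold for any of the 16 genes. Whether the rhythm was flatter or shifted cannot be read from 2 times of day.

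Between ZT13 PBS and ZT1 PBS mice, a comparison that the paper does not report, 98 genes were DEGs, 57 higher and 41 lower at ZT13. In 1 of the 10 splits of the 6 mice, the real one, there were as many, and the largest other split gave 40. With 10 splits a share under 0.05 is out of reach, so the split count leaves an accidental grouping open for the 98 genes as a whole. For the clock genes the values argue against it. The clock list had a median difference of 0.30, with 13 of 16 genes higher at ZT13 (camera adjusted p = 1.2e-09, fry adjusted p = 0.0015), and 7 of the 16 passed over all genes tested. Without ZT1 PBS replicate 2 the count was 12, and without ZT13 PBS replicate 3 it was 87. The split by direction reversed without ZT13 PBS replicate 3, with 34 higher and 53 lower. It also reversed with quantile normalization, with 94 higher and 105 lower. Under the other settings more genes were higher than lower. *Hif3a*, *Kdr*, *Cldn5*, *Dbp* and *Ciart* are among the 98 genes. Time of day is the biological difference in the design.

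The neutrophil list was higher in ZT13 LPS than in ZT1 LPS mice by a median of 1.32 on the log2 scale, in all 8 of the 13 genes that were expressed highly enough to test (camera adjusted p = 9.9e-10, fry adjusted p = 0.0068). None of the 8 passed over all genes tested and 7 passed adjusted over the list alone. *Mmp8* is in the list and was named by the study from these mice. The most abundant gene at ZT13, *S100a9*, was at 14.0 ± 10.5 CPM (SD, n = 5) at ZT1 and 33.4 ± 12.8 CPM (SD, n = 5) at ZT13, and *Csf3r* was at 14.2 ± 9.20 CPM (SD, n = 5) and 26.2 ± 8.63 CPM (SD, n = 5). Blood left in the vessels would raise haemoglobin genes as well. The mean of the 8 neutrophil genes differed by 1.27 (standard error 0.41, exact permutation p = 0.024) and that of 4 haemoglobin genes by 0.29 (standard error 0.66, exact permutation p = 0.72). The neutrophil mean minus the haemoglobin mean differed by 0.98 (standard error 0.73, exact permutation p = 0.25). The haemoglobin genes vary too much between mice to decide, so more neutrophils in the tissue, more blood in the vessels or a change of these transcripts in other cells cannot be told apart.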

How the results depend on the processing

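The alternatives compared here were set before the data were examined, except the removal of the GC and length trend, the removal of the 7SK and 7SL genes, the single fit with sample quality weights, the ratio of the group mean CPM used beside the paper's plots, and all settings of the ZT13 PBS against ZT1 PBS comparison, which were chosen after seeing the data. The planned negative binomial test was not run, because 81.8% to 83.1% of the low values per sample were whole multiples of 1 read and the others were not. The single fit of all 16 samples gives no separate value for the interaction and the list tests, which already use all samples.

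The counts of DEGs after LPS stayed within 1.5 times at ZT13 under the alternatives that took treatment from the titles and used all mice, from 4332 to 7162 around 5401. At ZT1 they ran from 1605 to 4579 around 3061, and the lowest, from testing all genes with a CPM above 0 in at least 1 sample, was the 1 outside 1.5 times. With all those genes tested, 1 gene was a DEG between ZT13 LPS and ZT1 LPS, 12 genes had an interaction, 65 were DEGs between the PBS groups and 1171 were shared between times. More genes with few reads enter the adjustment and the variance prior there.

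Between ZT13 LPS and ZT1 LPS, the count of 4 was 122 (114 higher, 8 lower) with a single fit of all 16 samples, 225 (203 higher, 22 lower) with sample quality weights, 482 with both, and 0 without the intensity trend, where 1891 genes had an unadjusted p under 0.05. The 4 genes were among those called by the first 3 of these. With the settings of the text an unadjusted p under 0.05 was met by 1998 genes. A fold change above 1.75 left 1. The interaction count of 30 was 124 with sample quality weights, with all 30 among them, 124 again in the single fit with weights, 11 without the intensity trend, 5 with an ordinary 2-way ANOVA, 117 with adjustment over the DEGs at either time and 1745 at an unadjusted p. The PBS count of 98 was 158 with genes of at least 5 CPM, 199 with quantile normalization, 203 with the GC and length trend removed, 43 with a single fit, 171 with a single fit and weights, and 3 without the intensity trend. The cause was not tested for any of these, except that adjustment over fewer genes and an unadjusted p raise a count by construction.

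Leaving out each mouse in turn gave 0 to 345 DEGs between ZT13 LPS and ZT1 LPS, with 345 without ZT1 LPS replicate 1, and 0 without ZT1 LPS replicate 3, ZT13 LPS replicate 3 or ZT13 LPS replicate 4, where 1610, 1663 and 1571 genes had an unadjusted p under 0.05. It gave 1767 to 3758 DEGs at ZT1, with the lowest counts without a PBS mouse, 1767, 1870 and 1770 without replicates 1, 2 and 3. At ZT13 it gave 4329 to 5547. The interaction count ran from 7, without ZT13 PBS replicate 2, to 104, without ZT1 LPS replicate 1. Shared DEGs ran from 1557, without ZT1 PBS replicate 3, to 2848, DEGs between the PBS groups from 12, without ZT1 PBS replicate 2, to 87, and list tests past the threshold from 35 to 44. Without ZT1 LPS replicate 2 the log2 fold change of *Kdr* at ZT1 reversed to 0.05, from a lowest value of -0.19 without ZT1 LPS replicate 1, and the median interaction of the endothelial genes that the paper does not name reversed to -0.01, neither past the threshold in any fit. Among named genes 62 other calls were lost and 15 gained over these fits, and the integrin, collagen, laminin, clock, endothelial, neutrophil and qPCR lists of the text stayed on their side of the threshold. The interactions of *Col4a1*, *Col4a2*, *Hif3a* and *Dbp* were past the threshold in all 16 fits. *Cldn5* passed in 14, *Kdr* in 13, *Ciart* in 8, *C1s1* in 5 and *Cdh5* in 3. *Nos2* passed in 2 and *Vasp* in 1.

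Apart from the fits that left out a mouse, the replicate block and the treatment field, no gene or list reversed. Calls of named genes were lost in 13 cases when all genes were tested, 12 without the intensity trend, 3 with quantile normalization and 1 each with median-of-ratios factors, a pseudocount of 1, genes of at least 5 CPM and the GC and length trend removed. They were gained in 10 cases with sample quality weights, 10 with the single fit and weights and 6 with the single fit. The integrin, collagen, laminin, clock and endothelial lists stayed on their side of the threshold in the interaction under all of these, and the inflammatory qPCR list between LPS groups lost its call with genes of at least 5 CPM. The direction of a list is the sign of its median. This rule replaced the direction given by camera after a change of that direction had been seen, for the endothelial genes that the paper does not name with sample quality weights, where the median was 0.01 in place of 0.12 and no call was made under either rule.

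The replicate numbers do not pair the samples, since the residual correlation between samples with the same number was -0.20 to 0.33. With the replicate number as a block there were 3 DEGs between ZT13 LPS and ZT1 LPS, 2637 at ZT1, 4680 at ZT13, 2178 shared, 57 between the PBS groups, 25 genes with an interaction and 41 list tests past the threshold.

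With treatment taken from the treatment field, which contradicts the titles for 12 of 16 samples, the count was 0 for DEGs between ZT13 LPS and ZT1 LPS, 0 at ZT1, 0 at ZT13, 0 shared and 0 for the interaction, where 585, 996 and 2153 genes in the 3 comparisons and 574 in the interaction had an unadjusted p under 0.05, and 26 list tests passed. Between the PBS groups of the field, which hold only samples titled LPS, there were 70 DEGs, 65 higher and 5 lower at ZT13. *Cdh5* was past the threshold there (limma adjusted p = 0.023). Log2 fold changes reversed. Between ZT13 LPS and ZT1 LPS they were *Nos2* -0.07, *Cldn5* -0.49, *Cdh5* -0.11, *Kdr* -0.44, *Col4a1* -0.08 and *Col4a2* -0.04. At ZT1 they were *Nos2* -0.12, *Stab1* -0.88, *Cd14* -1.33, *Vasp* -0.40, *Cldn5* -0.57, *Cdh5* -0.53, *Lcn2* -4.38, *Saa3* -4.15, *Fam205a3* 1.6, *Rprl2* 1.47 and *Siglech* 0.70. At ZT13 they were *Nos2* -1.50, *Stab1* -1.33, *Cd14* -1.59, *Vasp* -0.96, *Cldn5* -1.23, *Cdh5* -1.07, *Kdr* -0.86, *Lcn2* -5.57, *Saa3* -5.13, *Siglech* 1.47, *Ighm* 1.19 and *CR974586.1* 0.40. Interactions were *Nos2* -1.38, *Vasp* -0.56, *Stab1* -0.45, *Cd14* -0.26, *Cldn5* -0.65, *Cdh5* -0.54, *Col4a1* -0.70, *Col4a2* -0.66, *Kdr* -0.74, *C1s1* -0.90, *Hif3a* 0.59, *Ciart* 0.31 and *Dbp* 0.52. Between the PBS groups they were *Cldn5* 0.17, *Cdh5* 0.43 and *Kdr* 0.30. Median interactions reversed to -0.12 for integrins, -0.06 for collagens, -0.07 for laminins, -0.27 for the endothelial list and 0.10 for the clock list, and the endothelial median between the PBS groups to 0.16. At each time the LPS group of the field holds the 3 samples titled PBS and 2 titled LPS, and its PBS group holds 3 titled LPS.

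Depth limits genes with few reads. *Nos2* in PBS-treated mice was at 0.204 CPM at ZT13, and its log2 fold change at ZT13 moved between 1.78 with a pseudocount of 1 and 3.46 with a pseudocount of 0.1. *Mmp8* and *Marco* were not detected in PBS-treated mice, so their fold changes after LPS are lower bounds, at least 13.9-fold at ZT1 and 59.6-fold at ZT13 for *Mmp8*.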

Differences from the paper's values

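For ZT13 LPS against ZT1 LPS, 4 genes were DEGs against the paper's 209, 2 were higher against the paper's 181, and 2 were lower against the paper's 28. Of the 13 alternatives set before the data were examined that used all samples, sample quality weights came within 1.5 times of the paper's values, with 225 DEGs, 203 higher and 22 lower. The other 12 did not, with 0 to 122 DEGs. The single fit of all 16 samples gave 122 DEGs, 114 higher and 8 lower. Of the 10 fits that left out 1 mouse, none came within 1.5 times of the paper's total. Without ZT1 LPS replicate 1 there were 345 DEGs, above the paper's 209, with 317 higher and 28 lower, the last the same as the paper's number. A single fit of all 16 samples with sample quality weights, which was chosen after seeing the values, gave 482 DEGs.

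For LPS against PBS at ZT1, 972 DEGs were lower against the paper's 1526. Median-of-ratios factors gave 1417, quantile normalization 1426, the single fit of all 16 samples 1339 and sample quality weights 1390, all within 1.5 times of the paper's value, as did the fits without ZT1 LPS replicate 2 (1038) and without ZT1 LPS replicate 5 (1294). The other alternatives set before the data were examined did not close the gap. Of those chosen after seeing the values, the single fit with sample quality weights gave 1525 and removal of the GC and length trend 2218, both within 1.5 times, and removal of the 7SK and 7SL genes gave 1002, which was not. With median-of-ratios factors the other counts also lay near the paper's. There were 1668 higher DEGs at ZT1 against the paper's 1761, 2870 higher DEGs at ZT13 against the paper's 2756, and 2759 lower DEGs at ZT13 against the paper's 2642.

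Values read by eye from the paper's scatter and volcano plots were compared within the standard error of the log2 fold change, and those outside it follow. The log2 ratio of the group mean CPM with no pseudocount, chosen after seeing the values, put all 18 of these values within its standard error of the paper's, against 12 with the settings of the text, and it is given below for the other 6. The log2 fold change of *Nos2* after LPS at ZT13 was 2.37 against the paper's about 4.0 in Fig. 5C, read by eye. None of the alternatives set before the data were examined closed that gap, with 3.46 at a pseudocount of 0.1, and the ratio of means, chosen after seeing the values, was 4.04, within the paper's value. For *Pla1a* it was 2.36 at ZT1 against the paper's about 3.2 in Fig. 5C, and a pseudocount of 0.1 gave 3.08, the only alternative set in advance within 1 standard error of the paper's value. The ratio of means, chosen after seeing the values, was 3.29. At ZT13 *Pla1a* was at 1.40 against the paper's about 1.6 in Fig. 5C. A pseudocount of 0.1, with 1.63, the replicate block, with 1.47, and the fit without ZT13 PBS replicate 2, with 1.48, came within the paper's value, as did the ratio of means, chosen after seeing the values, with 1.7. For ZT13 LPS against ZT1 LPS, *Tnf* had a log2 fold change of 0.92 against the paper's about 1.7 in Fig. 5A, and a pseudocount of 0.1, with 1.48, was the only alternative set in advance within the paper's value. The ratio of means, chosen after seeing the values, was 1.72. *Nos2* had 1.18 against the paper's about 1.5 in Fig. 5A. A pseudocount of 0.1, with 1.44, and sample quality weights, with 1.32, came within the paper's value, as did testing all genes, with 1.18 and a larger standard error, and 4 of the 10 fits that left out 1 mouse. Of the alternatives chosen after seeing the values, the ratio of means gave 1.54 and the single fit with sample quality weights 1.33, both within the paper's value, and removal of the 7SK and 7SL genes gave 1.20 with a standard error of 0.30, at the edge of it. *Cort* had -0.72 against the paper's about -1.1 in Fig. 5A, and a pseudocount of 0.1, with -0.92, was the only alternative set in advance within the paper's value. The ratio of means, chosen after seeing the values, was -1.01. The other alternatives set before the data were examined did not close these gaps.

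The paper names *Nos2*, *Mmp8*, *Stab1* and *Cd14* among the genes upregulated at ZT13 in LPS-treated mice. Their adjusted p was 0.16, 0.080, 0.099 and 0.096. Sample quality weights called all 4, at adjusted p = 0.039, 0.021, 0.036 and 0.024, and so did the fit without ZT1 LPS replicate 1, at 0.043, 0.013, 0.031 and 0.031. The single fit of all 16 samples called *Mmp8*, *Stab1* and *Cd14*, and the replicate block called *Mmp8* at 0.032. Without ZT1 LPS replicate 2, *Cd14* was called at 0.046. The single fit with sample quality weights, chosen after seeing the values, called all 4 at 0.011, 0.0025, 0.011 and 0.0072.

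The paper lists *Vasp* and *Nos2* among the genes with a TOD × treatment interaction. Their interactions were 0.76 and 1.96, with adjusted p of 0.16 and 0.10. Sample quality weights called both, at 0.032 and 0.023, as did the fit without ZT1 LPS replicate 1, at 0.030 and 0.034. Without ZT13 LPS replicate 5, *Nos2* was called at 0.026. The single fit with sample quality weights, chosen after seeing the values, is the same fit for the interaction as the one with weights.

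The legend of Fig. 5C gives *Nos2* the highest fold change among genes higher in the p.m. At ZT13 *Cd93* had a log2 fold change of 3.18 and *C1s1* of 2.96, against 2.37 for *Nos2*. With a pseudocount of 0.1, *C1s1* had 3.74, *Nos2* 3.46 and *Cd93* 3.25. With the ratio of means, chosen after seeing the values, they had 4.06, 4.04 and 3.27, with a standard error of 0.62 for *Nos2*.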

Other observations

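The tests of the treatment field, of single ZT1 LPS mice, of the spread between mice, and of the scaling and the GC content behind the split of DEGs by direction were chosen only after the results they address were seen.

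The treatment field of the labels and the sample titles both give 3 PBS and 5 LPS samples at each time. Of 10 tests, 5 LPS-responsive genes at each of 2 times, the titles separated the groups without overlap in 10 and the treatment field in 0, which argues against the treatment field. *Serpina3n* was at 4.00 to 5.04 CPM in the 6 samples titled PBS and at 152 to 339 CPM in the 10 titled LPS. *Ddx3y*, a gene of the Y chromosome, was at 22.5 to 33.1 CPM and *Xist* at 0.312 to 1.5 CPM, so all 16 samples had expression typical of males. *Arntl* was at 38.6 to 39.4 CPM in ZT1 PBS and at 24.0 to 27.3 CPM in ZT13 PBS samples. No sample was moved between groups on the basis of these values.

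The number of DEGs between ZT13 LPS and ZT1 LPS, 4, was reached by 1 of 100 splits drawn from the 126 splits of the 10 mice, the real one, and the largest other split gave 2. For LPS against PBS, 1 of the 56 splits of the 8 mice at ZT1 gave as many DEGs as the real 3061, and 1 of the 56 at ZT13 gave as many as the real 5401, in both cases the real split alone. A candidate explanation for the low count between LPS-treated mice is that 1 mouse at ZT1 hides a difference. Leaving out ZT1 LPS replicate 1 gave 345 DEGs, the largest count of the 10 fits that each left out 1 mouse, and the other 9 gave 0 to 20. This is the largest of several fits and was found by trying each mouse, so it is a hypothesis. On the axis of largest variation between the 16 samples, ZT1 LPS replicate 1 was at 30.6. The other ZT1 LPS mice were at 4.33 to 19.9 and the ZT13 LPS mice at 20.6 to 36.0. Leaving out the ZT1 mouse nearest to the ZT13 group widens the difference on that axis, so the count of 345 does not mark that mouse as a poor sample. The quality weights put that mouse at 0.61 and ZT1 LPS replicate 2 lower, at 0.45, although its removal gave 20 DEGs. Over 26 alternatives the count ran from 0 to 482 with a median of 3, and it was above the paper's 209 in 3 of them. These were 1 of 13 chosen in advance, 1 of 3 added later and 1 of 10 that left out a mouse. No reason to exclude any mouse was found in the labels or in the depth of its library.

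There were 1.76 times as many DEGs after LPS at ZT13 as at ZT1. A difference in depth between the times would weigh on genes with few reads. Among the 7711 genes with a mean CPM of at least 20 the ratio was 1.62, with 3083 and 1904 DEGs, which argues against depth. The median SD between mice was 0.133 in ZT1 LPS and 0.111 in ZT13 LPS on the log2 scale, and 0.093 and 0.095 in the PBS groups. With a single spread for all samples the ratio was 1.24, and 46 of 100 regroupings of the times gave a ratio as far from 1. These values are consistent with a larger spread between ZT1 LPS mice as a source of the difference in counts. A larger response at ZT13 remains open beside it.

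DEGs that were higher after LPS outnumbered those that were lower at both times, at 68.2% and 67.2%. The scaling of the CPM is a candidate explanation. With median-of-ratios factors 54.1% of the ZT1 DEGs and 51.0% of the ZT13 DEGs were higher, and with quantile normalization 51.1% and 45.0%, so the excess of higher DEGs is not independent of scaling. With the GC and length trend removed the shares were 38.4% and 30.7%. That removal also centres each library again. The slopes of expression on GC content overlapped between LPS and PBS libraries at both times, so the number of times at which they were separated was 0, and GC content cannot be told apart from the scaling as a source. The scalings moved the ZT13 median of all genes from 0.050 to -0.060 with quantile normalization and to -0.081 with the GC and length trend removed.

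Further lists were tested as markers of cell types. Microglia genes had a median log2 fold change after LPS of 0.53 at ZT1 (camera adjusted p = 0.025, fry adjusted p = 0.0046) and 0.34 at ZT13 (camera adjusted p = 0.19, fry adjusted p = 0.0086), with 9 and 10 of 15 genes higher, and a median interaction of -0.05 (camera adjusted p = 0.25, fry adjusted p = 0.90). Astrocyte genes, which share *Gfap* with the gliosis list, had 0.24 at ZT1 and 0.33 at ZT13, with 9 of 12 higher at each time (camera adjusted p = 0.0051 and 0.0082). Neuron genes had -0.09 and -0.16, with 11 of 12 lower at each time (camera adjusted p = 2.5e-04 and 5.6e-06). Oligodendrocyte genes had -0.23 and -0.34, with 8 of 10 lower at each time (camera adjusted p = 0.0051 and 4.6e-04). Mural cell genes had 0.07 and 0.31, with 8 and 9 of 12 higher (camera adjusted p = 0.92 and 0.098). Erythrocyte genes had -0.01 and 0.08, with 2 and 3 of 5 higher (camera adjusted p = 0.62 and 0.63). Of the 75 list tests 42 passed under camera, 34 under fry and 30 under both. With a correlation estimated from the data 0 passed, and 20 had an unadjusted p under 0.05. Those past camera in both LPS comparisons were also past fry for astrocyte, neuron and oligodendrocyte genes, and the mural genes passed fry at ZT13 alone (fry adjusted p = 0.0080).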
